# Hyperphosphorylated PTEN exerts oncogenic properties

**DOI:** 10.1038/s41467-023-38740-x

**Published:** 2023-05-24

**Authors:** Janine H. van Ree, Karthik B. Jeganathan, Raul O. Fierro Velasco, Cheng Zhang, Ismail Can, Masakazu Hamada, Hu Li, Darren J. Baker, Jan M. van Deursen

**Keywords:** Tumour-suppressor proteins, Oncogenes, Gastric cancer, Prostate cancer

## Abstract

PTEN is a multifaceted tumor suppressor that is highly sensitive to alterations in expression or function. The PTEN C-tail domain, which is rich in phosphorylation sites, has been implicated in PTEN stability, localization, catalytic activity, and protein interactions, but its role in tumorigenesis remains unclear. To address this, we utilized several mouse strains with nonlethal C-tail mutations. Mice homozygous for a deletion that includes S370, S380, T382 and T383 contain low PTEN levels and hyperactive AKT but are not tumor prone. Analysis of mice containing nonphosphorylatable or phosphomimetic versions of S380, a residue hyperphosphorylated in human gastric cancers, reveal that PTEN stability and ability to inhibit PI3K-AKT depends on dynamic phosphorylation-dephosphorylation of this residue. While phosphomimetic S380 drives neoplastic growth in prostate by promoting nuclear accumulation of β-catenin, nonphosphorylatable S380 is not tumorigenic. These data suggest that C-tail hyperphosphorylation creates oncogenic PTEN and is a potential target for anti-cancer therapy.

## Abstract (web summary)

PTEN has tumor suppressive functions. Here the authors report that PTEN C-tail hyperphosphorylation promotes neoplastic growth through oncogenic activation of WNT signalling.

## Introduction

The *PTEN* tumor suppressor gene is mutated in the germline of patients with PTEN hamartoma tumor syndrome (PHTS) and in a high proportion of sporadic cancers^1–4^. In addition to biallelic *PTEN* mutations, human cancers often show loss of only a single *PTEN* allele characteristic of haploinsufficient tumor suppressor genes^5,6^. Partial loss of PTEN can be a driver of tumorigenesis, which was suggested by the graded reduction of PTEN levels in mice, with PTEN dosage inversely correlating with tumor susceptibility^7–9^. Even subtle reductions in PTEN level increase tumor susceptibility in these experiments, highlighting that faithful regulation of PTEN expression and activity are critical for tumor suppression^10,11^. Mechanisms regulating PTEN expression and activity are complex, where deregulation can occur in various ways, including epigenetic silencing, transcriptional repression, microRNA regulation, interruption of competitive endogenous RNA networks, aberrant post-translational modification, and subcellular mislocalization^12–15^. In addition, PTEN homodimerizes and has many binding partners that modulate its function^16,17^, further adding to the notion that PTEN is a tumor suppressor with numerous vulnerabilities.

Insights into the regulation and functions of PTEN mostly involve studies in cultured cells. Extending these studies at the organismal level to demonstrate relevance to tumor suppression is particularly challenging because PTEN is essential for mouse development, with embryogenesis halting around day 9.5 in *Pten*^–/–^ mice^18–20^. Various mutations found in PHTS patients have been successfully modelled in mice, with heterozygous mutants typically showing cancer predisposition and embryonic lethality in homozygotes^17,21^. This includes missense mutations in the phosphatase domain, reinforcing that negative regulation of the oncogenic PI3K-AKT-mTORC signaling network through dephosphorylation of the lipid signaling intermediate PIP3 is a major tumor suppressive function of PTEN^4,22^. The close correlation between AKT hyperactivity and increased tumor susceptibility in *Pten* mouse models further supports this notion^7–9,17,23^. However, several mouse strains modeling *Pten* mutations found in human cancers develop tumor phenotypes in the absence of marked AKT alterations. This includes mice heterozygous for a C2 domain missense mutation at phenylalanine 341 or a C-terminal truncating mutation that causes chromosomal instability^24,25^, as well as mice homozygous for a deletion of residues 401-403 (TKV) spanning the PTEN PDZ-binding domain (PDZ-BD). In-depth analysis of these *Pten*^ΔTKV/ΔTKV^ mice uncovered that a centrosome-associated PTEN pool recruits Dlg1-Eg5 to duplicated centrosomes via the PDZ-BD to establish symmetrical bipolar spindles that properly segregate chromosomes^26^. PTEN accumulation at centrosomes requires phosphorylation of S380, a residue that is not a mutational target in human cancers but whose hyperphosphorylation is a hallmark of human gastric cancers^27–29^. S380 is located within the PTEN C-tail domain spanning amino acids 352-400 and part of a cluster of CK2 phosphorylated serine and threonine residues that also includes S370, T382, T383 and S385^14,30–35^. Ectopic expression of PTEN variants with mutations in these residues in cultured cells indicated that C-tail phosphorylation enhances PTEN stability while reducing membrane localization and phosphatase activity^14,31,33,36^. This seems paradoxical, but when phosphorylated, the C-tail interacts with the C2 and phosphatase domains to form a “closed” conformation. This conformer is less susceptible to ubiquitin-mediated degradation and caspase 3 cleavage, yet is less capable of interacting with proteins that target PTEN to the plasma membrane, resulting in it being less catalytically active^12,14,37,38^.

In this work, we examined the physiological relevance of the PTEN C-tail domain and its phosphorylation status by introducing subtle, non-lethal mutations. We show that C-tail mutant mice with an S380A substitution or a deletion that includes S370, S380, T382 and T383, display low levels of PTEN and increased AKT signaling with no tumor predisposition. On the other hand, mice carrying an S380D phosphomimetic mutation exhibit β-catenin hyperactivity in addition to PTEN instability and AKT hyperactivity. We show this drives prostate neoplasia and have found support that this mechanism may be clinically relevant in gastric and prostate cancer.

## Results

### PTEN mutant S380A is unstable and causes chromosome missegregation

We used CRISPR-Cas9 gene editing in FVB fertilized eggs to introduce an S380A missense mutation in the endogenous *Pten* locus. In doing so, we also obtained mice containing an in-frame deletion of amino acids 369-383, which includes four C-tail phosphorylation sites, S370, S380, T382 and T383 (Fig. 1a and Supplementary Fig. 1a). We refer to the allele encoding this mutant as *Pten*^Δ4^. *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ mice were born at Mendelian frequency from heterozygous crosses and were overtly indistinguishable from control littermates.

**Fig. 1:**
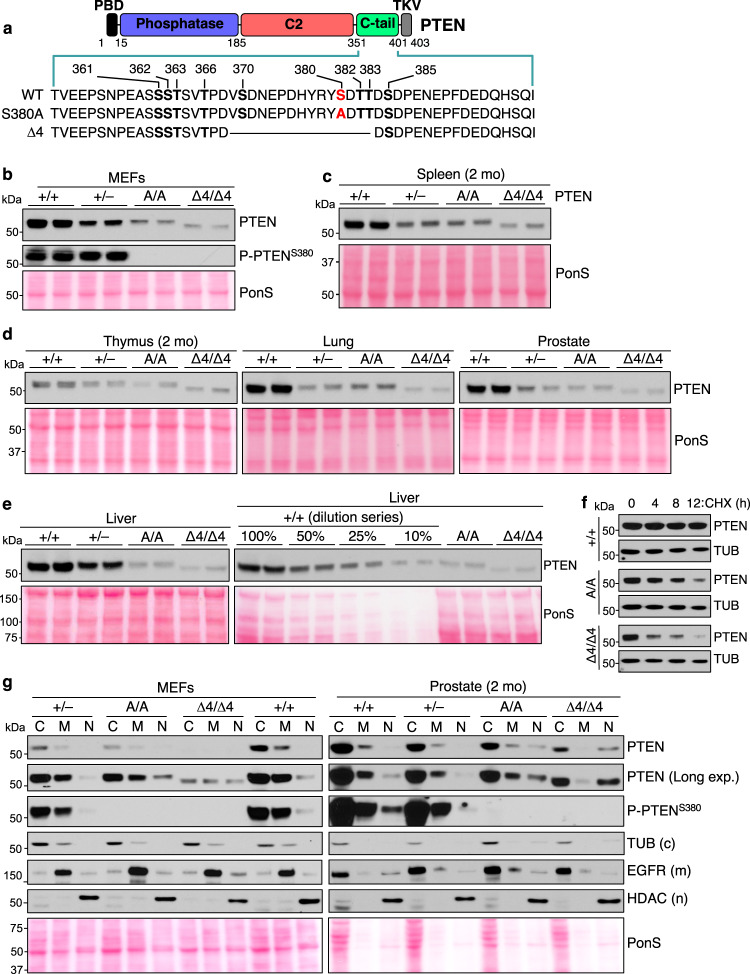
PTEN^S380A^ and PTEN^Δ4^ are unstable but enriched in the nuclear fraction. **a** PTEN domain structure highlighting C-tail phosphorylation sites and mutations introduced in *Pten*^S380A^ and *Pten*^∆4^. PBD, PIP2-binding domain; TKV, PDZ-binding domain. **b** WB of P5 MEF lysates probed for indicated antibodies. Ponceau S (PonS) staining served as loading control. **c**, **d** WBs of lysates from the indicated tissues harvested at 2 months probed for PTEN. **e** Quantitation of PTEN^S380A^ and PTEN^∆4^ protein levels in liver using serially diluted liver lysates of +/+ mice as reference. **f** Measurements of PTEN, PTEN^S380A^ and PTEN^∆4^ protein turnover rates in P4 MEFs by inhibiting protein synthesis with 20 µg/ml cycloheximide for the indicated times. PTEN levels at each timepoint were assessed by WB for PTEN, with Tubulin as loading control. **g** Cell fractionation of MEFs and 2-month-old prostates of the specified genotypes. Indicated fractions (C, cytoplasm; M, membrane; N, nuclear) were blotted and probed for PTEN, P-PTEN^S380^, and compartment-specific proteins. Chromatin and cytoskeletal fractions were also analyzed but lacked PTEN and were thus not shown. Blots in (**b**–**e**) are representative of at least 3 individual samples. **f** was performed on 2 independent cell lines and (**g**) on 3 independent prostates. Source data are provided as a Source Data file.

Western blot analysis of tissues and MEFs of *Pten*^S380A/A^ (A/A) and *Pten*^Δ4/Δ4^ (Δ4/Δ4) mice revealed that both PTEN^S380A^ and PTEN^Δ4^ are expressed at subnormal levels (Fig. 1b–e, Supplementary Fig.1b–d). In all tissues analyzed, PTEN^S380A^ was reduced to the same or a slightly lower level than PTEN in corresponding tissues of *Pten*^+/–^ ( + /–) mice, except for lung. PTEN^Δ4^ levels were always most profoundly reduced regardless of tissue (Fig.1c–e, Supplementary Fig. 1d). Cycloheximide chase experiments in MEFs indicated that low PTEN^S380A^ and PTEN^Δ4^ levels were caused by protein instability (Fig. 1f, Supplementary Fig. 1e). Complementary cell fractionation experiments on MEFs and prostates revealed that, in contrast to *Pten*^+/–^ cells, nuclear PTEN in *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ cells was not reduced (Fig. 1g), whereas cytoplasmic and membrane-associated PTEN levels were markedly decreased regardless of genotype.

Detailed analysis of mitotic *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ MEFs revealed defects reminiscent of those observed earlier in *Pten*^ΔTKV/ΔTKV^ MEFs^26^ supporting the idea that S380 phosphorylation is required for DLG1-mediated centrosomal accumulation of PTEN (Supplementary Fig. 2 and Supplementary Note). However, because the same mitotic phenotypes have also been observed in *Pten*^+/–^ MEFs^26^, they could alternatively be due to the PTEN instability in *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ MEFs.

### PTEN C-tail mutant mice are not tumor prone despite AKT hyperactivity

Because PTEN deficiency is tightly associated with tumorigenesis, we expected C-tail mutant mice to be tumor prone. However, *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ mice showed no evidence of tumor predisposition at 9 months (Fig. 2a,b), an age where macroscopic tumors are known to be readily detectable in *Pten*^+/–^ mice^18,19,21^. We reasoned that a possible explanation for this discrepancy might be that *Pten*^+/–^ mice used in tumorigenesis studies were on a C57BL/6 or a C57BL/6 ×129 genetic background while our C-tail mutants were on a pure FVB background. To examine this further, we used CRISPR-Cas9 gene editing in FVB fertilized eggs to introduce an out-of-frame deletion in *Pten* exon 2, thereby creating a knockout allele (Supplementary Fig. 3a). When screened for macroscopic tumors at 9 months, the resulting FVB *Pten*^+/–^ strain showed high tumor predisposition with lymphomas and pheochromocytomas as the most prominent tumors (Fig. 2a,b, Supplementary Fig. 3b). However, we did not detect a susceptibility to breast tumors on an FVB background. Most of the sacrificed *Pten*^+/–^ mice exhibited lymphadenopathy (Fig. 2c), a prominent non-neoplastic phenotype previously reported for *Pten*^+/–^ mice on a C57BL/6 or a C57BL/6 ×129 genetic background and typically requiring euthanasia before 12-14 months of age. Lymphadenopathy was not observed in C-tail mutant mice which allowed for complementary assessment at 16 months for tumors with longer latencies, but again there were no differences in tumorigenesis between *Pten*^S380A/A^, *Pten*^Δ4/Δ4^ and *Pten*^+/+^ mice (Fig. 2d,e).

**Fig. 2:**
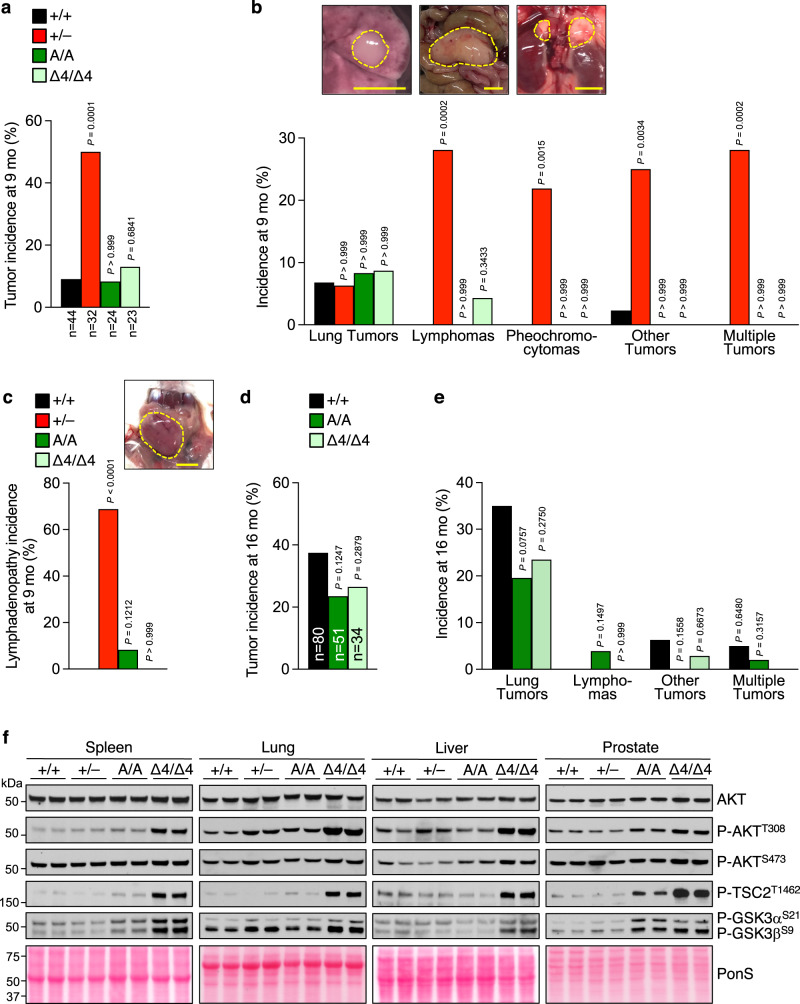
Tumor protection in *Pten*^S380A/A^ and *Pten*^Δ4/ Δ4^ mice despite AKT signaling. **a** Overall and (**b**) tumor-specific incidence of tumors at 9 months in FVB mice of indicated genotypes. Number of mice (n) for (**a–c**) is indicated in (**a**). Incidence of specific tumors is based on macroscopic screening. “Other tumors” include lipomas and tumors in breast, uterus and liver. Photos above graph show examples of below graphed tumors. **c** Incidence at 9 months of lymphadenopathy. We note that the incidence in +/+ was 0%. Photo depicts an example of lymphadenopathy in a submandibular lymph node of a *Pten*^+/–^ mouse. **d**, **e** As (**a**, **b**) but now at 16 months, number of mice is indicated in (**d**). *Pten*^+/–^ mice typically don’t reach 16 months of age and are therefore excluded. **f** WBs of lysates from indicated tissues and genotypes harvested at 2 months and probed with indicated antibodies. Blot is representative of at least 3 individual samples. Ponceau S (PonS) staining served as loading control. Statistical significance was assessed by two-sided Fisher’s exact test compared to +/+. Scale bars are 5 mm. Source data are provided as a Source Data file.

PTEN is considered one of the most prominent tumor suppressors by virtue of its unique PIP_3_ lipid phosphatase activity, which led us to hypothesize that the lack of tumor predisposition of our C-tail mutant mice might be due to preservation of this key catalytic function despite the low levels at which PTEN^S380A^ and PTEN^Δ4^ are expressed. To test this idea, we measured the extent to which PI3K-AKT signaling is inhibited in lung, liver, spleen and prostate of *Pten*^S380A/A^ and *Pten*^Δ4/Δ4^ mice relative to these same four tissues of *Pten*^+/–^ and *Pten*^+/+^ mice (Fig. 2f, Supplementary Fig. 3c). We used 2-month-old mice because at this age no tumors are detectable regardless of genotype. None of the *Pten*^+/–^ tissues analyzed showed evidence of activated PI3K-AKT signaling, as AKT phosphorylation by PDK1 and mTORC2 at residues T308 and S473, respectively, appeared normal. Consistent with this, prominent targets of activated AKT such as TSC2^T1462^, GSK3α^S21^ and GSK3β^S9^, showed normal levels of phosphorylation. By contrast, *Pten*^Δ4/Δ4^ mice consistently showed robust phosphorylation at AKT^T308^, TSC2^T1462^, GSK3α^S21^ and GSK3β^S9^ in all four tissues. Increased phosphorylation of these substrates also occurred in prostate and spleen of *Pten*^S380A/A^ mice, albeit to a lesser extent. Furthermore, phosphorylation at AKT^S473^ was elevated in select tissues *Pten*^Δ4/Δ4^ mice. These data indicate that PTEN insufficiency and increased PI3K-AKT signaling per se do not necessarily correlate with tumor predisposition.

### PTEN dose reduction is not a potent driver of prostate cancer

Support that PTEN dosage drives cancer progression originated from the observation that graded reduction of PTEN in mice inversely correlates with prostate cancer progression^7^. This study included *Pten*^+/+^, *Pten*^+/–^, *Pten*^–/H^, and *PB-Cre* conditional *Pten*^–/–^ mice, but not *Pten*^H/H^ (homozygous hypomorphic) mice. This leaves open the possibility that (epi)genetic events that affect the functional integrity of the remaining PTEN produced by prostate epithelial cells of *Pten*^+/–^ and *Pten*^–/H^ are the main driver of neoplastic growth. To further investigate this, we wanted to generate a *Pten*^H/H^ mouse strain with a concordant PTEN reduction to *Pten*^+/–^ mice, reasoning that if PTEN dosage alone drives tumor formation, both genotypes should theoretically exhibit similar predisposition to prostate tumorigenesis.

To generate a hypomorphic *Pten* allele, we used CRISPR-Cas9 gene editing in fertilized eggs to insert a neo gene cassette in intron 3 of the endogenous *Pten* locus (Fig. 3a). The neo coding sequence is known to contain a cryptic exon that reduces the amount of wildtype transcript and is frequently used to create hypomorphic alleles^39–41^. We used C57BL/6 because this genetic background is frequently used in prostate cancer studies and aligns more closely with earlier PTEN dosage reduction studies, which were performed on a mixed C57BL/6 ×129 background^7,8^. Western blot analysis of prostates from mice with two copies of the resulting *Pten* hypomorphic allele (designated HN allele) showed that PTEN levels were reduced compared to *Pten*^+/+^ prostates, but not enough to match levels in prostates of *Pten*^+/–^ males on a C57BL/6 genetic background (Supplementary Fig. 4a,b). To further reduce PTEN dosage we used a second round of editing to insert a polyomavirus polyadenylation (P) sequence that has previously been used to create hypomorphic alleles in mice into the HN allele (Fig. 3a)^39,42^. Western blot analysis of prostate lysates of mice homozygous for the resulting HNP *Pten* allele revealed that their PTEN levels were similarly reduced as in *Pten*^+/–^ prostates (Fig. 3b,c and Supplementary Fig. 4c,d).

**Fig. 3:**
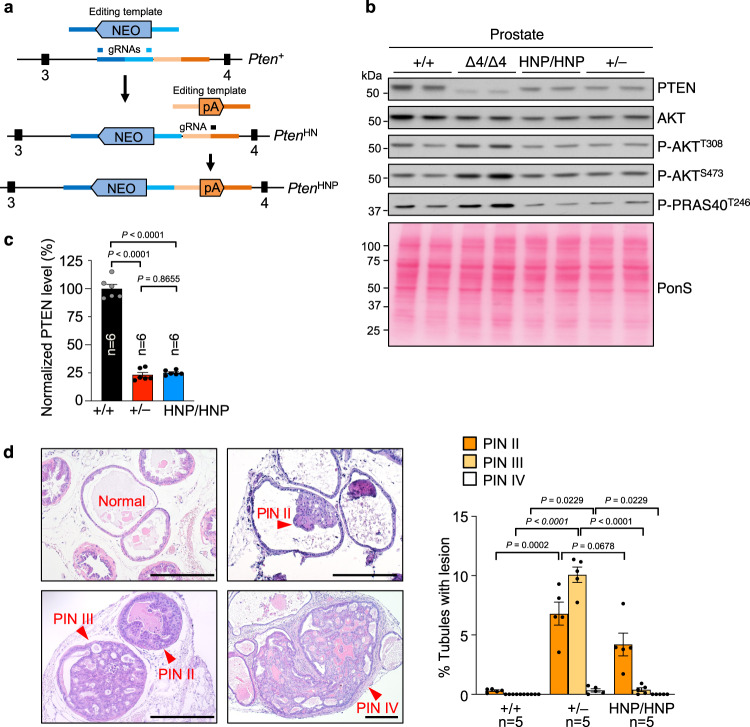
*Pten*^HNP/HNP^ males have a less advanced PIN phenotype than *Pten*^+/–^ males despite similarly reduced PTEN levels. **a** CRISPR-CAS9-targeting design of *Pten* hypomorphic mice. *Pten*^HN^, hypomorph Neo; *Pten*^HNP^, hypomorph Neo & PolyA. **b** WB of prostate lysates harvested at 2 months, probed for PTEN and activation of AKT signaling pathway. Blot is representative of at least 3 individual samples. Ponceau S (PonS) staining served as loading control. **c** Quantitation of PTEN level in prostate based on WB. **d** Percentage of prostate tubules with indicated PIN lesions at 6 months. Images depict examples of various PIN lesions. Scale bars are 250 µm. n, number of prostates. Data in (**c** and **d**) are presented as mean values ± SEM. Statistical significance was assessed by ordinary one-way ANOVA, followed by Tukey’s multiple comparisons test in (**c**) and Dunnett’s multiple comparisons test compared to *Pten*^+/–^ in (**d**). Source data are provided as a Source Data file.

Next, we prepared paraffin-embedded prostates of 6-month-old *Pten*^HNP/HNP^ (HNP/HNP), *Pten*^+/–^, and *Pten*^+/+^ mice and serially sectioned these, collecting 5 µm sections for H&E staining and PIN lesion quantitation every 200 µm. Consistent with earlier studies^7,9,19^, *Pten*^+/–^ prostates were highly prone to tumorigenesis, with 10% and 0.3% of prostate tubules containing PIN III and PIN IV lesions, respectively. In contrast, *Pten*^HNP/HNP^ prostates had almost no high-grade lesions, showing PIN III lesions in only 0.4% of tubules and no PIN IV lesions. However, PIN II lesions did form at increased rates in *Pten*^HNP/HNP^ prostates compared to *Pten*^+/+^ prostates (4.2% versus 0.3%), indicative of a mild tumor-predisposition (Fig. 3d). The observed differences in lesion incidence and grade give credence to the idea that PTEN dose reduction is not the central driver of prostate tumorigenesis in *Pten*^+/–^ mice.

### PIN lesions formation in *Pten*^+/–^ mice involves further PTEN dysfunction

The most obvious mechanism of PIN lesion formation in *Pten*^+/–^ mice would be a loss of function of the remaining wildtype allele. However, this is difficult to assess by screening for (epi)genetic changes due to the relatively small size of PIN lesions and the presence of non-neoplastic cells. To bypass this problem, we utilized P-AKT^S473^ as a marker for functional loss of PTEN based on the previously reported observation that biallelic inactivation of *Pten* in *PB-Cre*;*Pten*^Flox/Flox^ mice is characterized by a marked increase in P-AKT^S473^ levels^7^. We independently confirmed this and found high plasma membrane levels of P-AKT^S473^ in *PB-Cre*;*Pten*^Flox/Flox^ lesions to closely correlate with markedly reduced PTEN immunolabeling (Fig. 4a).

**Fig. 4:**
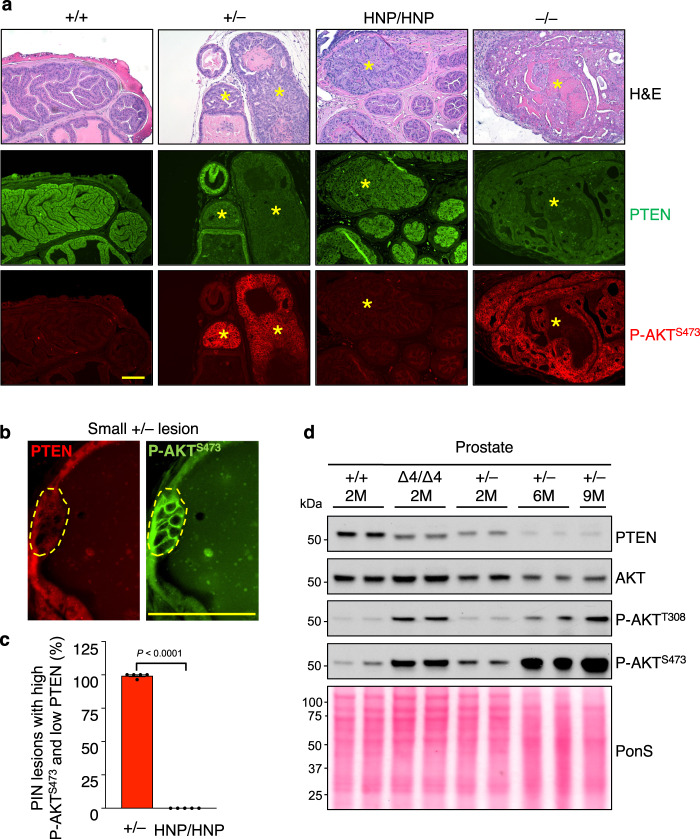
PIN lesion formation in *Pten*^+/–^ males is characterized by loss of PTEN catalytic function. **a** Immunostaining of consecutive sections of normal and PIN lesion (*) tubules of indicated genotypes stained for H&E, PTEN and P-AKT^S473^. Scale bar is 100 µm. **b** Close-up of a small lesion of epithelial cells that have lost PTEN expression and have gained P-AKT^S473^ expression. **c** Quantitation of PIN lesions with increase in P-AKT^S473^ expression and simultaneous loss of PTEN. 5 mice per genotype with 12-55 PIN lesions per mouse were analyzed by IF staining. Data are presented as mean values ± SEM. Statistical significance was assessed by two-tailed unpaired *t*-test. **d** WB of lysates from prostates of indicated genotype and age in months (M), probed for PTEN, AKT, P-AKT^T308^ and P-AKT^S473^. Ponceau S (PonS) staining served as loading control. *N* = 2 individual prostates per genotype and timepoint, except the 9-month sample (*n* = 1). Source data are provided as a Source Data file.

Consistent with P-AKT^S473^ western blot data on prostates of 2-month-old *Pten*^+/–^ mice (Fig. 2f, Supplementary Fig. 3c), normal prostate tissue of 6-month-old *Pten*^+/–^ mice did not show evidence of elevated P-AKT^S473^ immunostaining (Fig. 4a). In contrast, PIN lesions in these prostates consistently exhibited high P-AKT^S473^ and low PTEN labeling, reminiscent of *Pten*^–/–^ PIN lesions (Fig. 4a–c). Strikingly, even emerging lesions showed such staining patterns, suggesting that functional loss of PTEN is an early or initiating event in neoplastic transformation (Fig. 4b, Supplementary Fig. 5a). On the other hand, P-AKT^S473^ and PTEN staining in PIN lesions of 6-month-old *Pten*^HPN/HPN^ mice was indistinguishable from adjacent normal prostate tissue (Fig. 4a,c).

PIN lesions are rare and small in 2-month-old *Pten*^+/–^ mice but continuously increase in size and number as these mice age (Supplementary Fig. 5b). Consistent with this and the above immunolabeling results, complementary western blot analyses of whole prostate lysates of 2-, 6- and 9-month-old *Pten*^+/–^ mice demonstrated a progressive and strong increase in P-AKT^S473^ levels that coincided with decreasing levels of PTEN (Fig. 4d, Supplementary Fig. 5e,f). Furthermore, comparison to prostate lysates of *Pten*^Δ4/Δ4^ mice indicated that the increase in P-AKT in the context of neoplastic growth in *Pten*^+/–^ mice is considerably more robust.

### PTEN^S380D^ is unstable and drives PIN lesion formation

The observation that *Pten*^S380A/A^ mice are not tumor prone despite PTEN instability, AKT hyperactivity, and chromosomal instability led us to hypothesize that PTEN molecules that are not phosphorylated at S380 have particularly potent tumor suppressive activity. We further explored this idea specifically within the context of prostate cancer through comparative analysis of PTEN^S380A^ and its phosphomimetic counterpart PTEN^S380D^, which were generated by gene editing C57BL/6 fertilized eggs. Like *Pten*^S380A/A^ mice, *Pten*^S380D/D^ (D/D) mice were viable and overtly indistinguishable from *Pten*^+/+^ littermates.

Western blot analysis of prostate lysates from 2-month-old mice revealed that, just like PTEN^S380A^, PTEN^S380D^ expression was reduced compared to wildtype PTEN (Fig. 5a and Supplementary Fig. 6a). Homozygous mutation of S380 to A or D had no apparent impact on the phosphorylation status of other C-tail residues as determined by probing western blots with phospho-specific antibodies against S380/T382/T383 and S385 (Fig. 5a, Supplementary Fig. 6b,c). PTEN^S380D^ distinguished itself from PTEN^S380A^ with regards to subcellular distribution in that its nuclear levels were reduced rather than preserved as observed for PTEN^S380A^ (Fig. 5b, Supplementary Fig. 6f).

**Fig. 5:**
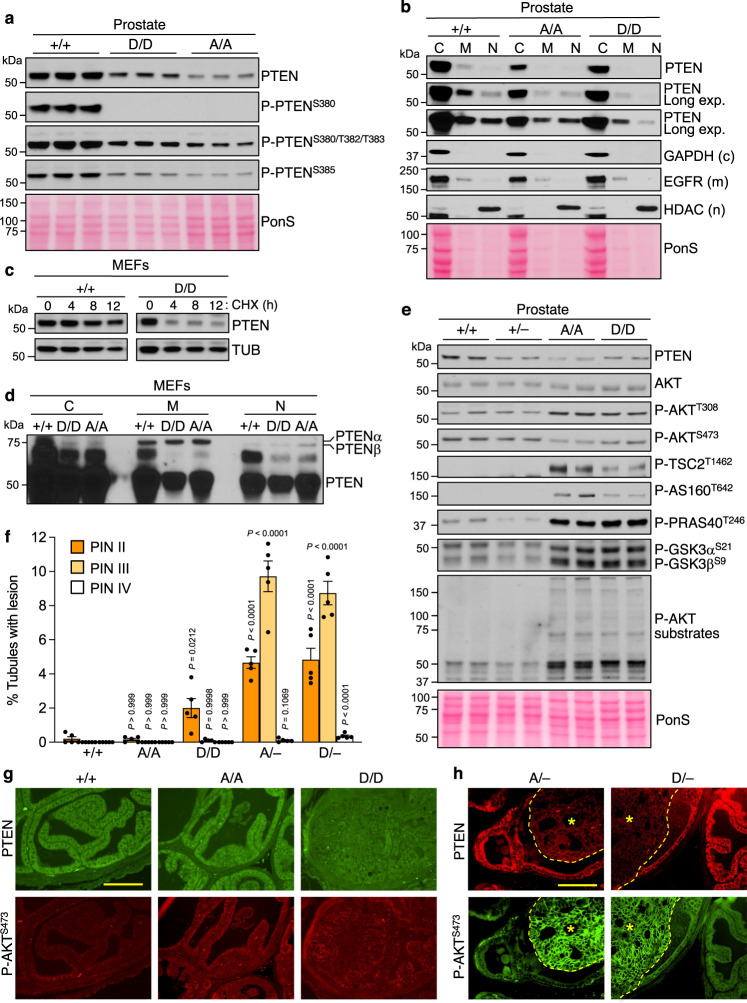
Low PTEN^S380D^ level causes AKT hyperactivity and PIN lesion formation. **a** WB of lysates from 2-month-old prostates (*n* = 3 individual samples) of indicated genotypes. Blots are probed for PTEN and indicated phosphorylated PTEN. Ponceau S (PonS) staining served as loading control. **b** Tissue fractionation of prostates of the specified genotypes. Indicated fractions (C, cytoplasm; M, membrane; N, nuclear) were blotted and probed for PTEN (various exposures) and compartment-specific proteins. *n* = 3 independent fractionation experiments. **c** Measurements of PTEN and PTEN^S380D^ protein turnover rates in P4 MEFs by inhibiting protein synthesis with 20 µg/ml cycloheximide for the indicated times. PTEN levels at each timepoint were assessed by WB for PTEN, with Tubulin as loading control. *N* = 3 independent experiments. **d** Cell fractionation of MEFs of the indicated genotypes and fractions as in (**b**), blotted and probed for PTEN. Blots were overexposed to be able to visualize PTENα and PTENβ, *n* = 2 independent fractionation experiments. **e** As in (**a**), but now blots are probed for PTEN, AKT and AKT substrates, and are representative of at least 3 individual samples. **f** Percentage of prostate tubules with indicated PIN lesions at 6 months. A/–, *Pten*^S380A/–^; D/–, *Pten*^S380D/–^. *N* = 5 mice per genotype. Data are presented as mean values ± SEM. Statistical significance was assessed by ordinary one-way ANOVA, followed by Dunnett’s multiple comparisons test compared to +/+. **g** Immunostaining of consecutive sections of prostate tissue of indicated genotypes stained for PTEN and P-AKT^S473^, *n* = 5 prostates per genotype. **h** Consecutive immunostaining of prostate tissue of indicated genotypes stained for PTEN and P-AKT^S473^-Alexa Fluor 488 conjugate. *N* = 2 prostates per genotype, both stained at two different levels in two independent experiments. *Indicates lesions. Scale bars in (**g** and **h**) are 100 µm. Source data are provided as a Source Data file.

Cycloheximide chase experiments in MEFs showed PTEN^S380D^ levels were low due to reduced protein stability (Fig. 5c, Supplementary Fig. 6d). Actinomycin D chase experiments indicated that both the amount and the stability of *Pten* transcripts were normal in *Pten*^S380A/A^ and *Pten*^S380D/D^ MEFs (Supplementary Fig. 6e). *Pten* transcripts contain alternative translational start sites, which yield two isoforms, PTENα and PTENβ, with 173 and 166 amino-acid N-terminal extensions, respectively^43,44^. Both these proteins are low abundance proteins relative to PTEN, with PTENα localizing to mitochondria and PTENβ accumulating in the nucleus. To determine the impact of the S380A and S380D mutations on PTENα and PTENβ expression, we examined cell fractionations of *Pten*^S380A/A^, *Pten*^S380D/D^ and *Pten*^+/+^ MEFs by western blot analysis using a PTEN antibody commonly used for PTEN isoform detection. With long exposure, PTENα and PTENβ were detectable in the membrane and nuclear fractions, respectively, regardless of genotype (Fig. 5d, Supplementary Fig. 6f). In contrast to PTEN, PTENα and PTENβ levels were not negatively impacted by the S380A and S380D mutations and even increased in nuclear fractions of *Pten*^S380A/A^ MEFs.

In analyzing the impact of the S380D mutation on AKT activity, we found elevated phosphorylation of AKT at T308 and consistent with this, several AKT substrates (Fig. 5e, Supplementary Fig. 7a–d), which is like what we observed in S380A. Furthermore, key mitotic defects of *Pten*^S380A/A^ MEFs were also observed in *Pten*^S380D/D^ MEFs, suggesting that PTEN instability rather than lack of S380 phosphorylation affects its centrosome-associated mitotic functions (Supplementary Fig 8).

Next, we quantified PIN lesions in 6-month-old *Pten*^S380A/A^ and *Pten*^S380D/D^ mice. PIN lesions were very rare and always early stage in *Pten*^S380A/A^ mice, just like in *Pten*^+/+^ mice (Fig. 5f), which is consistent with the generalized lack of tumor predisposition of *Pten*^S380A/A^ mice on an FVB genetic background. The same was true for *Pten*^∆4/∆4^ mice (Supplementary Fig. 7e). In contrast, *Pten*^S380D/D^ mice were prone to prostate neoplasia, with 2% and 0.1% of tubules showing PIN II and PIN III lesions, respectively (compared to 0.2% PIN II and 0% PIN III in *Pten*^+/+^ mice). At 9 months of age, *Pten*^S380D/D^ prostates contained 10-fold more PIN III lesions than at 6 months, indicating that the tumor phenotype was progressive (Supplementary Fig. 6g). *Pten*^S380D/D^ lesions showed no evidence for PTEN loss when analyzed for PTEN and P-AKT^S473^ levels by immunofluorescence (Fig. 5g). These findings, together with similar observations in *Pten*^HNP/HNP^ mice, indicate that mild prostate tumor phenotypes can develop with certain PTEN insufficiencies but that complete functional loss of PTEN is required for progression to more advanced stages of neoplastic transformation. If so, *Pten*^S380A/–^ and *Pten*^S380D/–^ mice would be expected to develop robust prostate cancer phenotypes reminiscent of *Pten*^+/–^ mice. Indeed, 6-month-old *Pten*^S380A/–^ and *Pten*^S380D/–^ mice had similar amounts of PIN II, PIN III, and PIN IV lesions as *Pten*^+/–^ mice (Figs. 3d, 5g). Importantly, these lesions were characterized by high P-AKT^S473^ and low PTEN compared to flanking normal prostate tissue (Fig. 5h).

### WNT signaling is elevated in *Pten*^S380D^ prostate epithelial cells

To determine the PTEN tumor suppressive function that requires non-phosphorylated S380, we performed genome-wide transcriptome profiling on prostates of 2-month-old *Pten*^+/+^, *Pten*^S380A/A^, and *Pten*^S380D/D^ mice. 

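RNA of prostates from 3 *Pten*+/+, 3 *Pten* S380A/A and 3 *Pten* S380D/D mice, all 2 months old, was sequenced, with 1 library per mouse. The S380 site lies in the C-terminal tail of PTEN. Alanine at this position cannot be phosphorylated, and aspartate carries a negative charge that mimics phosphorylation. The authors prepared the libraries with a kit that enriches polyadenylated RNA. They aligned the read pairs to the mouse genome build mm10 with TopHat 2.0.14 and Bowtie 2.2.6 at default settings, and counted reads per gene with featureCounts 1.4.6 and UCSC gene models. The deposited table holds these raw counts, without normalization or a filter, for 24062 gene symbols, of which 4412 had no count in any library. The counts summed to 50617472, 54183700 and 55197857 in the *Pten*+/+ libraries, 52743290, 47445847 and 49255347 in the *Pten* S380A/A libraries, and 60526879, 65236787 and 52271442 in the *Pten* S380D/D libraries. Of the nonzero counts under 40 in each library, 62.6 to 66.7% were even, so most read pairs appear as 2 counts and the totals exceed the number of counted fragments. For the comparisons here, counts were scaled to CPM with TMM factors. Differential expression was tested with edgeR's quasi-likelihood F test, 2-sided, in a fit of all 9 libraries with Benjamini-Hochberg adjustment. The test covered the 15599 genes with a mean raw count of at least 10. A DEG had an adjusted p under 0.05 and a log2 fold change above 0.45 or below -0.45, which are the paper's filter and thresholds. When changes of 1.5-fold, 2-fold and 4-fold were simulated with the spread of these libraries, 22.4%, 56.7% and 79.7% of the changed genes met these thresholds. An exact permutation test of 3 mice against 3 cannot give a p under 0.1, so the p-values come from models that pool the spread over genes. Of 42 predefined lists of pathway and cell type genes, the 41 with at least 5 tested genes were compared as sets with limma's camera. This test asks whether the genes of a list differ from all other genes.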

At this age, lesions are very rare even in *Pten*^+/–^ mice, allowing for detection of early transcriptional changes associated with S380 phosphorylation status without transcriptional alterations from neoplastic tissue. *Pten*^S380A/A^ prostates contained very few differentially expressed genes (DEGs) when compared to *Pten*^+/+^ prostates (Fig. 6a). In contrast, *Pten*^S380D/D^ prostates contained 790 DEGs, of which 205 were upregulated and 585 downregulated. 

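In *Pten* S380A/A prostates, genes of the unfolded protein response and protein folding, which serve the secretory pathway, were lower as a group than in *Pten*+/+ prostates. Of the 31 genes of this list, 29 had a negative log2 fold change, with a median of -0.39 (adjusted p = 8.48e-07 from limma's camera; adjusted p = 0.924 with an estimated correlation). Relative to the mean of all 9 libraries, their median log2 level was 0.402, 0.415 and -0.255 in *Pten*+/+ replicates 1, 2 and 3, and -0.222, 0.0252 and -0.358 in *Pten* S380A/A replicates 1, 2 and 3, so *Pten*+/+ replicate 3 lay within the *Pten* S380A/A range. With *Pten*+/+ replicates 1 and 2 summed as 1 sample, a choice made after the data were seen, the call was kept (adjusted p = 0.000934). Genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, were higher by less, in 46 of 48 cases and with a median of 0.10 (adjusted p = 5.94e-06; adjusted p = 0.924 with an estimated correlation). The genotypes overlapped here too. The median log2 level of these genes was -0.0418, -0.16 and -0.104 in *Pten*+/+ and -0.0464, 0.0442 and 0.00457 in *Pten* S380A/A replicates 1, 2 and 3. FOXO target genes, which FOXO factors activate when AKT signaling is low, were lower in 21 of 27 cases with a median of -0.18 (adjusted p = 0.0121; adjusted p = 0.924 with an estimated correlation). Fibroblast and matrix genes were higher in 21 of 24 cases with a median of 0.18 (adjusted p = 0.0121; adjusted p = 0.924 with an estimated correlation). The call of the fibroblast and matrix list was lost without *Pten* S380A/A replicate 3 (adjusted p = 0.3). That library also had the largest share of counts from *Rn45s*, a ribosomal RNA precursor (5.05%, against 0.674 to 1.68% in the others). Whether this bears on the list was not tested. Taken singly, 0 genes were up and 0 were down at the thresholds for a DEG with edgeR. An unadjusted p under 0.05 was found for 1500 genes, 645 higher and 855 lower, where 780 were expected from chance alone. The smallest adjusted p was 0.308, for *Rnf130*, a RING finger gene chosen after its values were seen. limma-voom also gave 0 up and 0 down, DESeq2 gave 22 up and 85 down, DESeq2 with its beta prior gave 21 up and 90 down. The latter gave 62 up and 191 down on the 6 libraries of the comparison alone. Without *Pten*+/+ replicate 3, edgeR gave 20 up and 20 down. That fit keeps only *Pten*+/+ replicates 1 and 2 as controls. These were the closest pair of the same genotype and may come from 1 RNA sample, so their spread may be too small. The level of *Sbp*, which encodes the secreted spermine-binding protein of the prostate, was 31700 ± 10680 CPM (SD, n = 3 mice) in *Pten* S380A/A and 82220 ± 14840 CPM in *Pten*+/+ prostates, a log2 fold change of -1.38 (adjusted p = 0.623 from edgeR). *Spink5*, a serine protease inhibitor gene, had 193.4 ± 37.0 and 530.1 ± 140.1 CPM, a log2 fold change of -1.45 (adjusted p = 0.45 from edgeR). *Pten* itself had 119 ± 5.42 CPM in *Pten* S380A/A and 117.1 ± 8.83 CPM in *Pten*+/+ prostates, a log2 fold change of 0.02 (adjusted p = 0.939 from edgeR).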

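In *Pten* S380D/D prostates, some genes of secreted prostate proteins and of androgen-regulated luminal cells were among those that fell, and keratins of basal cells were among the 21 that edgeR called higher. *Spink5* fell from 530.1 ± 140.1 CPM (SD, n = 3 mice) in *Pten*+/+ to 8.11 ± 4.66 CPM in *Pten* S380D/D prostates, a log2 fold change of -6.03 (standard error 0.53, adjusted p = 0.00305 from edgeR). *Sbpl*, a spermine-binding protein-like gene, fell from 164.2 ± 41.4 to 1.25 ± 1.12 CPM, a log2 fold change of -7.02 (standard error 0.90, adjusted p = 0.0065). Its neighbour *Sbp* fell from 82220 ± 14840 to 2238 ± 2082 CPM, a log2 fold change of -5.20 (standard error 1.06, adjusted p = 0.0379). Both lie on chromosome 17 of mm10, *Sbp* from 23922551 to 23945603 and *Sbpl* from 23953085 to 23955273, and as paralogs they may share reads. *Trpv6*, a calcium channel gene of luminal epithelium, fell from 174.1 ± 42.8 to 39.2 ± 12.5 CPM, a log2 fold change of -2.15 (standard error 0.28, adjusted p = 0.00734). It was the 1 DEG among 20 genes of prostate luminal epithelium, of which 8 were higher and 12 lower, with a median of -0.08. That list was not called as a set (adjusted p = 0.231 from limma's camera, and 0.837 with an estimated correlation). *Krt5* rose from 58.6 ± 3.68 to 90.6 ± 14.0 CPM, a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.0222). *Krt15*, also a basal keratin gene, rose from 89.1 ± 5.73 to 165.8 ± 46.9 CPM. The basal epithelium list was not called as a set (adjusted p = 0.0851 from limma's camera; adjusted p = 0.577 with an estimated correlation). Of its 15 genes, 11 were higher and 4 lower, and 4 higher and 2 lower genes had an unadjusted p under 0.05. *Id3*, an inhibitor of helix-loop-helix transcription factors, rose from 110.4 ± 3.68 to 182.6 ± 23.6 CPM, a log2 fold change of 0.73 (standard error 0.10, adjusted p = 0.00785). *Nes*, which encodes the intermediate filament protein nestin, rose from 4.25 ± 0.84 to 9.10 ± 1.85 CPM.

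**Figure D1:**
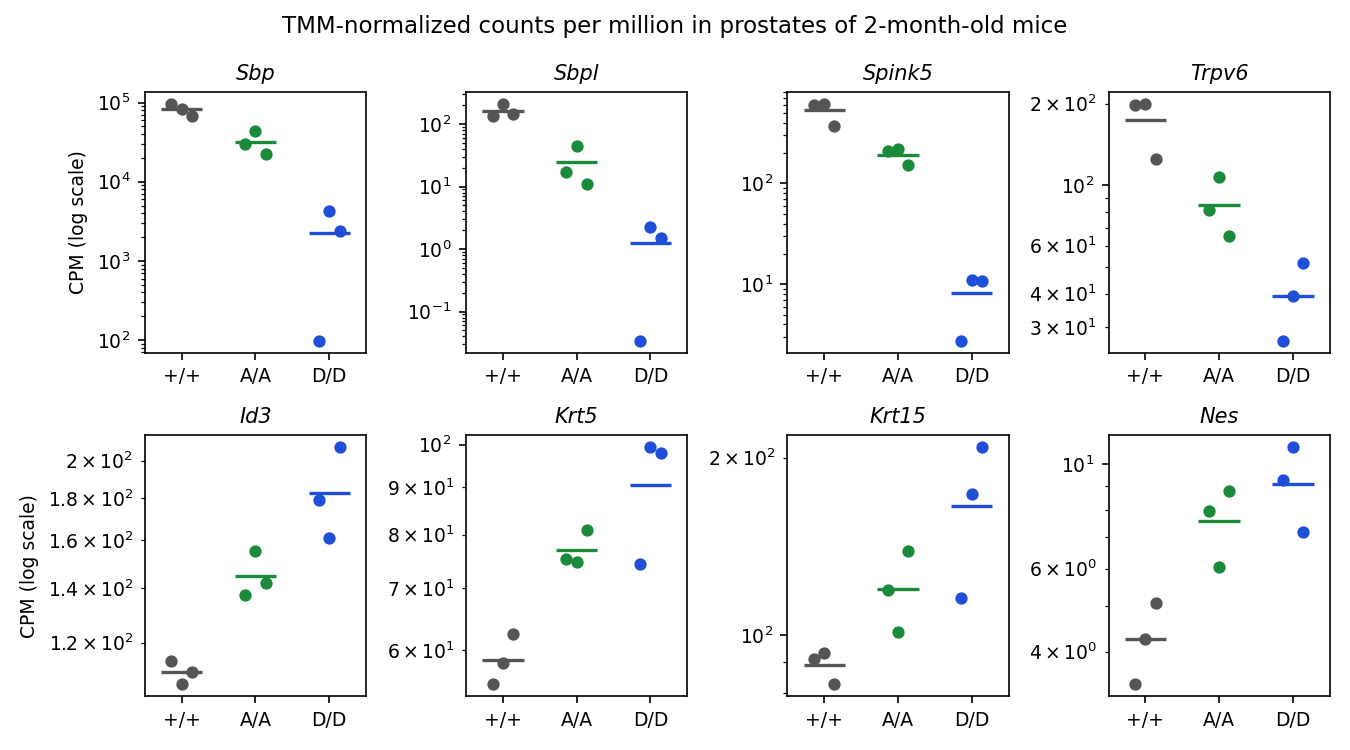
TMM-normalized CPM on a log axis for 8 DEGs of *Pten* S380D/D prostates, with 1 point per mouse and a line at the mean of the 3 mice of a genotype. *Sbp*, *Sbpl*, *Spink5* and *Trpv6* are lower and *Id3*, *Krt5*, *Krt15* and *Nes* are higher in each *Pten* S380D/D mouse than in each *Pten*+/+ mouse. The *Pten* S380A/A means lie between those of the other genotypes.

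In all, 348 genes were DEGs, 21 up and 327 down, so 94% were lower in *Pten* S380D/D prostates, and 2870 genes had an unadjusted p under 0.05. The median log2 fold change was -1.04 for the DEGs down and 0.63 for those up, and 170 down and 3 up exceeded a log2 fold change of 1 in size. In all 348 DEGs the *Pten* S380D/D mice lay outside the range of the *Pten*+/+ mice, as in 3374 of the 15599 genes tested (21.6%), where chance gives 10%. Of 24 genes of prostate secretory products, 5 fell (*Spink5*, *Sbpl*, *Sbp*, *Crabp1* and *Pigr*) and 0 rose. Adjusted over the list alone, 8 fell and 2 rose, and 9 lower and 5 higher genes had an unadjusted p under 0.05. This list had a median log2 fold change of 0.21 and a mean of -0.97 (adjusted p = 0.231 from limma's camera; adjusted p = 0.0469, lower, from limma's fry, which asks whether the genes of a list move 1 way on balance). DESeq2 called 7 of these genes down and 3 up. With its beta prior, those called up were *Pbsn*, *Rnase1* and *Gsdma*, all chosen after their values were seen. Of 32 androgen receptor target genes, 5 fell and 0 rose, *Slc45a3* (log2 fold change -0.79), *Timp4* (-2.76), *Creb3l4* (-1.60), *Rhou* (-1.11) and *Nupr1* (-3.88), the last chosen after its values were seen. Adjusted over the list alone, 8 fell and 1 rose, 16 lower and 5 higher genes had an unadjusted p under 0.05, and DESeq2 called 8 down and 2 up. With its beta prior, those called up were *Pbsn* and *Sord*, both chosen after their values were seen. The median of these target genes was -0.30 (adjusted p = 0.0123 from limma's camera; adjusted p = 0.577 with an estimated correlation). *Mug1*, a protease inhibitor gene of the alpha-macroglobulin family, had 8.65 ± 5.77 CPM in *Pten*+/+ and 0.0224 ± 0.0389 CPM in *Pten* S380D/D prostates, and *Gm2837* had 2.20 ± 0.918 and 0.00641 ± 0.0111 CPM. *3110079O15Rik*, *Lrrc52*, *Csta1*, *C2cd4a* and *Crabp1*, the next in size, had log2 fold changes from -5.46 to -4.77. Other genes that rose were *Gm5420* (log2 fold change 1.53), *Apitd1* (1.25), *Jdp2* (0.96), *Sbspon* (0.75), *Pbx3* (0.74), *2810025M15Rik* (0.66) and *Tead2* (0.65). limma-voom gave 24 DEGs up and 344 down, DESeq2 200 up and 584 down, and DESeq2 with its beta prior 207 up and 584 down. The number of DEGs was 74 without *Pten*+/+ replicate 1 (1 up), 74 without *Pten*+/+ replicate 2 (0 up) and 793 without *Pten*+/+ replicate 3 (290 up). It was 196 without *Pten* S380A/A replicate 1 (6 up) and 269 without *Pten* S380A/A replicate 3 (12 up). It was 167 without *Pten* S380D/D replicate 1 (14 up), 438 without *Pten* S380D/D replicate 2 (41 up) and 136 without *Pten* S380D/D replicate 3 (11 up). The fit without *Pten*+/+ replicate 3 had only replicates 1 and 2 as controls, so its 793 DEGs may rest on too small a spread. These *Pten*+/+ replicates 1 and 2 varied by 5.16% between them, against 10.3 to 29.9% in the other 8 pairs of the same genotype. With their counts summed as 1 sample, a choice made after the data were seen, 72 of the 348 DEGs remained, 72 down and 0 up. *Mug1*, *Gm2837*, *Sbpl*, *Spink5*, *Lrrc52*, *Csta1*, *C2cd4a*, *Dact1*, *Trpv6* and *Btg2* kept their call whichever library was left out, 10 of the 46 DEGs named here and beside the pathways. The call of *Id3* was lost without *Pten*+/+ replicate 2 (adjusted p = 0.0553) and that of *Krt5* without *Pten*+/+ replicate 1, *Pten*+/+ replicate 2 or *Pten* S380D/D replicate 3 (adjusted p up to 0.122). *Sbp* lost its call without *Pten*+/+ replicate 1 or 2, any 1 of the *Pten* S380A/A libraries or *Pten* S380D/D replicate 3 (adjusted p up to 0.131). *Krt15* lost its call without any library other than *Pten* S380D/D replicate 1 (adjusted p up to 0.176) and *Nes* without *Pten*+/+ replicate 1 or 2, *Pten* S380A/A replicate 1 or *Pten* S380D/D replicate 1 or 2 (adjusted p up to 0.152). Each other DEG listed here apart from *Nupr1*, which was not followed, lost its call without *Pten*+/+ replicate 1 and without *Pten*+/+ replicate 2, and most did without *Pten* S380D/D replicate 3 (adjusted p up to 0.219). With a replicate block, *Krt15*, *Nes*, *Apitd1*, *Pbx3*, *Tead2* and *2810025M15Rik* lost their calls with edgeR and with limma-voom (adjusted p up to 0.0939), and *Sbp* did with edgeR (adjusted p = 0.0619). Without the block, limma-voom did not call *Sbp* (adjusted p = 0.0599), *Krt15* (0.0554), *Mug1* (0.0932) or *2810025M15Rik* (0.0701). On the 6 libraries of the comparison, edgeR called *Id3* alone of the named DEGs up (adjusted p of *Krt5* 0.0747) and did not call *Sbp*, *Crabp1*, *Timp4* or *Rhou* (up to 0.11), and DESeq2 with its beta prior did not call *Mug1* (0.143) or *Sbpl* (0.0966).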

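Genes of mitochondrial energy metabolism were slightly higher as a group in *Pten* S380D/D than in *Pten*+/+ prostates, and so were genes of endothelium and smooth muscle, by a test with a preset correlation between genes. All 48 genes of oxidative phosphorylation had a positive log2 fold change, with a median of 0.22 (adjusted p = 1.99e-13 from limma's camera; adjusted p = 0.577 with an estimated correlation). Genes of the tricarboxylic acid cycle were higher in 24 of 26 cases (adjusted p = 1.05e-05; 0.577 with an estimated correlation). All 18 endothelial genes were higher, with a median of 0.46 (adjusted p = 1.72e-07; adjusted p = 0.577 with an estimated correlation), and 16 of 17 smooth muscle genes, with a median of 0.28 (adjusted p = 1.6e-05; 0.577). Genes of the oxidative stress response were higher in 35 of 42 cases, with a median of 0.18 (adjusted p = 0.000197; adjusted p = 0.577 with an estimated correlation). Single genes of these lists seldom met the thresholds for a DEG. *Cbr3*, a carbonyl reductase gene of the oxidative stress list, fell (log2 fold change -0.94, standard error 0.16, adjusted p = 0.02 from edgeR). Its call was lost without *Pten*+/+ replicate 1 or 2 or *Pten* S380D/D replicate 1 or 3 (adjusted p up to 0.0992). Adjusted over the list alone, 8 endothelial genes rose. An unadjusted p under 0.05 with a higher level was found for 29 genes of oxidative phosphorylation, 10 of the tricarboxylic acid cycle, 13 of endothelium, 8 of smooth muscle and 14 of the oxidative stress response. S-phase cell cycle genes were higher in 28 of 29 cases (median 0.29, adjusted p = 0.00111; adjusted p = 0.837 with an estimated correlation). Their median log2 level, relative to all 9 libraries, was -0.196, 0.126 and 0.46 in *Pten* S380D/D replicates 1, 2 and 3. In *Pten*+/+ replicates 1, 2 and 3 it was -0.135, -0.138 and -0.127, so *Pten* S380D/D replicate 1 was the lowest of these. G2/M genes were higher in 18 of 34 cases and were not called (median 0.02, adjusted p = 0.991 from camera). Glycolysis genes were higher in 21 of 23 (median 0.20, adjusted p = 0.037; adjusted p = 0.612 with an estimated correlation), and proximal luminal or progenitor epithelium genes in 15 of 16 (median 0.62, adjusted p = 0.037; adjusted p = 0.844 with an estimated correlation). FOXO target genes were lower in 20 of 27 cases (median -0.13, adjusted p = 0.0462; adjusted p = 0.577 with an estimated correlation). Of these, *Fbxo32*, a ubiquitin ligase gene of muscle atrophy, fell (log2 fold change -1.13) and *Trib1*, a pseudokinase gene, rose (0.56). Adjusted over the list alone, 2 fell and 1 rose. *Fbxo32* and *Trib1* lost their calls without *Pten*+/+ replicate 1 or 2, and *Trib1* also without *Pten* S380A/A replicate 1 or *Pten* S380D/D replicate 1 or 3 (adjusted p up to 0.0685 and 0.136) and with edgeR on 6 libraries (adjusted p = 0.0758). Genes of other tissues were also higher, all 16 of adipocytes (median 2.64, adjusted p = 0.00102; adjusted p = 0.837 with an estimated correlation) and all 13 of seminal vesicle (median 2.12, adjusted p = 0.00228; adjusted p = 0.612 with an estimated correlation). Of urothelium and urethra genes, 9 of 10 were higher (median 0.95, adjusted p = 0.034; adjusted p = 0.612 with an estimated correlation). Their levels differed widely between the *Pten* S380D/D mice. Relative to the mean of all 9 libraries, the median log2 level of the adipocyte genes was 1.82, 3.18 and -1.33, and that of the seminal vesicle genes -1.04, 3.28 and 0.92, in *Pten* S380D/D replicates 1, 2 and 3. In the same order, the level was 0.208, 0.11 and -0.017 for oxidative phosphorylation and 0.205, 0.591 and 0.0283 for endothelium. Both were lowest in replicate 3, as the adipocyte genes were, whereas smooth muscle was not (0.222, 0.0866 and 0.171). Whether these differences have a common source was not tested. Of the 41 lists, 11 were called higher and 2 lower, 0 of these with an estimated correlation, and the other 28 had adjusted p from 0.0848 to 0.991. limma's fry called 2 lists, and fgsea, run on genes ranked by log2 fold change as in the paper, called 15. Without *Pten* S380D/D replicate 2 the calls of seminal vesicle (adjusted p = 0.386), urothelium and urethra (adjusted p = 0.339), glycolysis (adjusted p = 0.412) and proximal luminal epithelium (adjusted p = 0.424) were lost. Without *Pten* S380D/D replicate 3, so were those of S-phase (adjusted p = 0.15), proximal luminal epithelium (adjusted p = 0.136) and FOXO targets (adjusted p = 0.118). The calls of glycolysis (adjusted p = 0.0841) and proximal luminal epithelium (adjusted p = 0.129) were also lost without *Pten*+/+ replicate 3, and that of FOXO targets without *Pten*+/+ replicate 1 or 2 (adjusted p = 0.0745 and 0.074). Without *Pten* S380D/D replicate 1, 23 lists were called.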

Unbiased gene set enrichment analysis (GSEA) indicated that *Pten*^S380D/D^ prostates might be subject to aberrant signaling through WNT (Fig. 6b), which has been tightly associated with cancer, including prostate cancer^45^. 

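In *Pten* S380D/D prostates, the transcripts of β-catenin and of feedback targets of canonical WNT signaling did not differ from *Pten*+/+ prostates past the thresholds for a DEG, and the WNT genes that edgeR called were lower. DESeq2 with its beta prior also called higher the ligand gene *Wnt2*, the WNT targets *Mmp7* and *Id2* and the phospholipase gene *Plcb1*, all chosen after their values were seen. *Ctnnb1*, the β-catenin gene, had 491.4 ± 19.5 CPM (SD, n = 3 mice) in *Pten*+/+ and 453.6 ± 23.1 CPM in *Pten* S380D/D prostates, a log2 fold change of -0.12 (standard error 0.09, adjusted p = 0.507 from edgeR). This is RNA of whole prostates and does not measure the nuclear β-catenin protein of epithelial cells that the paper stained (Fig. 6e). *Axin2*, a feedback inhibitor that canonical WNT signaling induces in many tissues, had 47.2 ± 1.59 and 51.4 ± 9.62 CPM, a log2 fold change of 0.12 (standard error 0.12, adjusted p = 0.615). *Lef1*, which encodes a transcription factor that binds β-catenin, had 2.78 ± 0.24 and 3.94 ± 1.11 CPM, a log2 fold change of 0.50 (standard error 0.27, adjusted p = 0.354). The WNT targets *Nkd1*, *Notum*, *Lgr5* and *Myc* had log2 fold changes of 0.21, 0.14, -0.21 and -0.21, with adjusted p of 0.502, 0.789, 0.585 and 0.276. *Ccnd1*, the cyclin D1 gene, had 123 ± 64.1 and 261.3 ± 100.4 CPM, a log2 fold change of 1.09 (standard error 0.36, adjusted p = 0.162). It was a DEG up without *Pten*+/+ replicate 3 (adjusted p = 0.021) and with a replicate block (adjusted p = 0.0263 from edgeR and 0.0232 from limma-voom). Without replicate 3, the only controls were *Pten*+/+ replicates 1 and 2, the closest pair, which may come from 1 RNA sample.

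**Figure D2:**
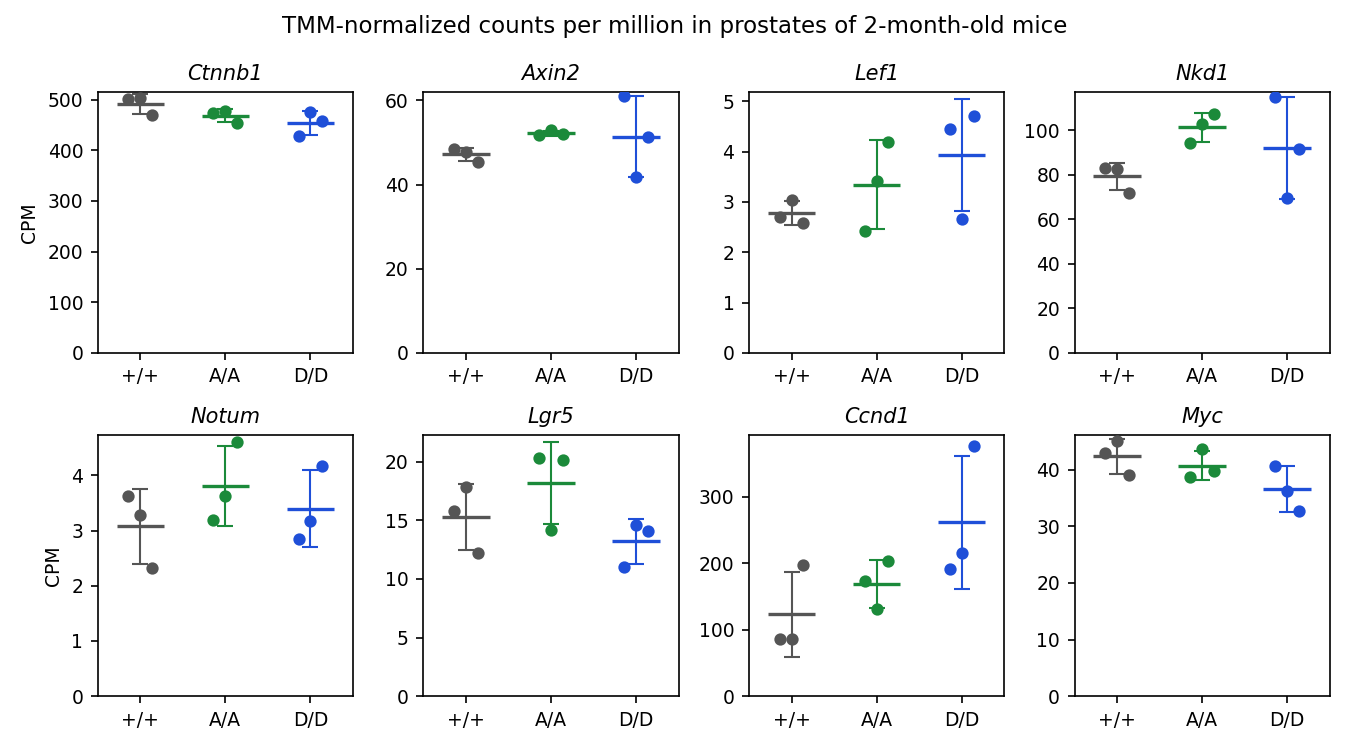
TMM-normalized CPM, on axes that start at 0, for the β-catenin gene and 7 WNT-related genes in *Pten*+/+, *Pten* S380A/A and *Pten* S380D/D prostates. Points are mice, the horizontal line is the mean of 3 mice and the bar is the SD. For each of the 8 genes the *Pten* S380D/D values overlap the *Pten*+/+ values.

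Of 76 canonical WNT pathway components, 2 fell, the receptor gene *Fzd5* (log2 fold change -0.84, standard error 0.14, adjusted p = 0.0169) and *Tcf7l1* (-0.48, standard error 0.10, adjusted p = 0.037), a TCF factor that mostly represses its targets. Their median was 0.00 (adjusted p = 0.365 from limma's camera). Of these components 0 rose, 3 fell and 0 rose when adjusted over the list alone, and 6 were higher and 12 lower at an unadjusted p under 0.05. DESeq2 called 4 of these components down and 1 up. Of 57 WNT/β-catenin target genes, 4 fell: *Edn1* (log2 fold change -1.33), *Cyr61* (-0.94), *Ephb3* (-0.94) and *Slc12a2* (-2.74), which encode endothelin 1, a matrix protein, an ephrin receptor and a chloride cotransporter. Of these targets 0 rose, 5 fell and 1 rose when adjusted over the list alone, 6 were higher and 8 lower at an unadjusted p under 0.05, and DESeq2 called 6 down and 2 up. The targets were higher in 37 cases and lower in 20, with a median of 0.12 (adjusted p = 0.753 from limma's camera). Of 34 genes of canonical WNT receptor internalization, 1 fell (*Fzd5*), also when adjusted over the list alone (adjusted p = 0.231 from camera). Of these 0 rose, 0 were higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 2 down and 0 up. Of 40 genes of the noncanonical Ca2+ pathway, 1 fell, the receptor gene *Fzd6* (log2 fold change -0.90), also when adjusted over the list alone (adjusted p = 0.342 from camera). In this pathway 4 were higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 1 up and 1 down. Of 42 genes of the noncanonical PCP pathway, 2 fell, *Fzd6* and the WNT antagonist gene *Dact1* (log2 fold change -1.28, standard error 0.13, adjusted p = 0.00326), also when adjusted over the list alone (adjusted p = 0.753 from camera). Here 2 were higher and 6 lower at an unadjusted p under 0.05, and DESeq2 called 2 down and 0 up. With an estimated correlation these 5 lists had adjusted p of 0.86, 0.863, 0.844, 0.86 and 0.863, in the order given. In a 1-sided Fisher's exact test of overrepresentation among the DEGs in both directions, the adjusted p was 0.441 for the target genes (4 found, 1.27 expected) and 1 for each of the other 4 lists. With the DEGs of DESeq2 with its beta prior it was 0.079 for the target genes (8 found, 2.89 expected). limma's fry, in its mixed form, asks whether the genes of a list change in either direction. It gave adjusted p of 0.00233 for the components, 0.00125 for the targets, 0.016 for receptor internalization, 0.0644 for Ca2+ and 0.000368 for PCP. Many lists outside WNT were also low in this form, such as basal epithelium (4.42e-05), the interferon response (0.00143) and ion channels (0.031). Others were not, such as G2/M genes (0.699). The mixed values are therefore not particular to WNT. fgsea, on genes ranked by log2 fold change, placed the components higher (normalized enrichment score 1.21, adjusted p = 0.238), where camera placed them lower. It gave adjusted p of 0.624 for the targets (lower), 0.7 for receptor internalization (lower), 0.957 for Ca2+ (higher) and 0.802 for PCP (lower). The calls of *Fzd5* and *Fzd6* were lost without *Pten*+/+ replicate 1 or 2 or *Pten* S380D/D replicate 1 (adjusted p up to 0.097 and 0.093). *Edn1* lost its call without *Pten*+/+ replicate 1 or 2 or *Pten* S380D/D replicate 3 (adjusted p up to 0.0822). *Tcf7l1* lost its call with the replicate block (adjusted p = 0.0897 from edgeR and 0.0915 from limma-voom). It also did so without any library other than *Pten*+/+ replicate 3 (adjusted p up to 0.176), and *Slc12a2* without any other than *Pten*+/+ replicate 3 or *Pten* S380D/D replicate 2 (adjusted p up to 0.164). *Cyr61* lost its call without *Pten*+/+ replicate 1 or 2 or any *Pten* S380D/D library (adjusted p up to 0.109), and *Ephb3* without *Pten*+/+ replicate 1 or 2, *Pten* S380A/A replicate 1 or *Pten* S380D/D replicate 1 or 3 (adjusted p up to 0.138). On the 6 libraries of the comparison, edgeR did not call *Tcf7l1*, *Slc12a2*, *Ephb3* or *Edn1* (adjusted p up to 0.106). The lists used here are not the gene sets of the paper.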

Overrepresentation analyses for gene sets and transcription factor targets of the canonical, the noncanonical Ca^2+^, and the noncanonical PCP WNT signaling pathways indicated that canonical WNT signaling was hyperactive in *Pten*^S380D/D^ prostates (Fig. 6c,d).

**Fig. 6:**
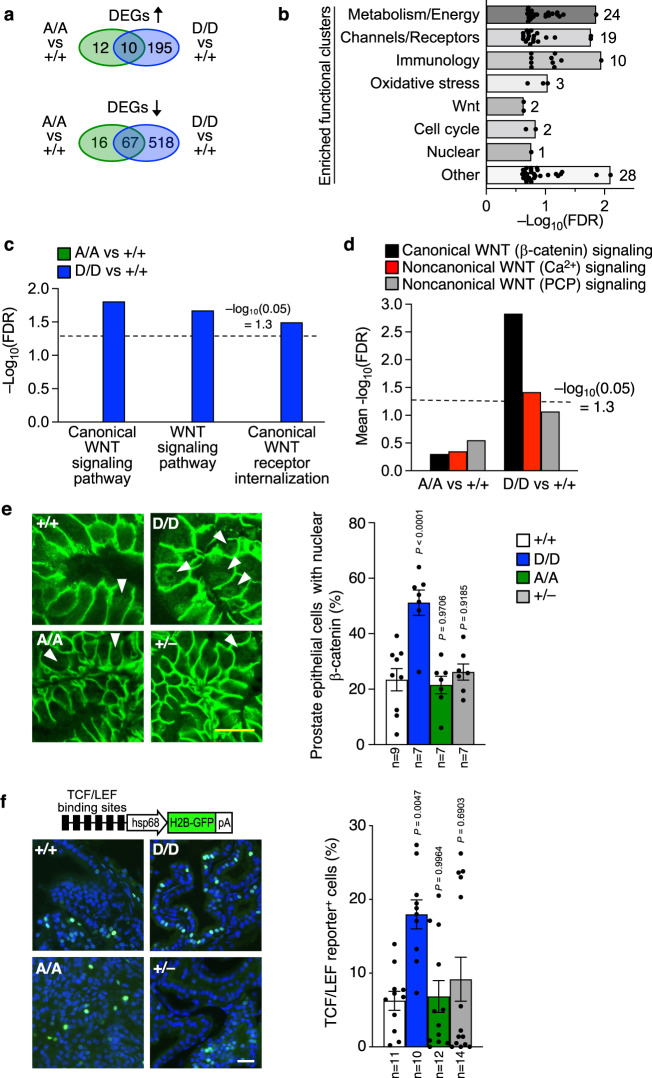
WNT hyperactivity in *Pten*^S380D^ prostates. **a** Venn diagram of differentially expressed genes (DEGs) from RNAseq analyses of prostates from 2-month-old mice of indicated genotypes. ↑, upregulated genes; ↓, downregulated genes. *n* = 3 independent mice/genotype. **b** Annotations from unbiased gene set enrichment analysis. Biological processes clustered by common function. FDR, false discovery rate. Significantly enriched (FDR < 0.25, –log_10_ > 0.6) processes are shown. Bars represent maximum –log_10_(FDR) per functional group, and dots represent individual annotations for pathways under a given functional group. Numbers next to bars represent the total number of significant biological processes per group. **c** Overrepresentation of gene sets belonging to indicated WNT signaling pathways. **d** Overrepresentation of transcription factor targets belonging to indicated WNT signaling pathways. –log_10_ > 1.3 (FDR < 0.05) in overrepresentation analyses is considered significant. **e** Immunostaining of prostates of indicated g**e**notype stained for total ß-catenin. Arrowheads point to nuclear staining. The percentage of epithelial cells with nuclear staining is graphed. N, number of prostates analyzed, with 126-558 cells counted per prostate. **f** Schematic of TCF/LEF reporter mouse, bred onto indicated genetic background, with representative images of anterior prostate. DNA is marked with Hoechst (blue). Scale bar is 20 µm. The percentage of GFP-positive epithelial cells in anterior prostate is graphed. Data in (**e** and **f**) is presented as mean values ± SEM and statistical significance was assessed by ordinary one-way ANOVA followed by Dunnett’s multiple comparisons test compared to +/+. Source data are provided as a Source Data file.

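Most DEGs of *Pten* S380D/D prostates had *Pten* S380A/A levels between those of *Pten*+/+ and *Pten* S380D/D prostates. Both comparisons use the same *Pten*+/+ libraries, whose chance deviations alone can put such genes on the same side in both. Of the 327 DEGs down in *Pten* S380D/D, 324 were also lower in *Pten* S380A/A than in *Pten*+/+ prostates, with a median log2 fold change of -0.46 in *Pten* S380A/A and -1.04 in *Pten* S380D/D, and all 21 DEGs up were also higher, with medians of 0.35 and 0.63. *Timp4*, a metalloproteinase inhibitor gene, had 61.9 ± 11.8 CPM (SD, n = 3 mice) in *Pten*+/+, 24.1 ± 3.47 CPM in *Pten* S380A/A and 9.13 ± 6.08 CPM in *Pten* S380D/D prostates. *Pigr*, which encodes the receptor that carries immunoglobulin A across epithelia, had 671 ± 258.6, 319.2 ± 134.4 and 144.2 ± 35.1 CPM in the same order. *Col6a3*, a collagen gene, had 322.4 ± 71.5, 204.2 ± 69.9 and 88.8 ± 21.1 CPM. Their calls in *Pten* S380D/D were lost without *Pten*+/+ replicate 1 or 2, and those of *Timp4* and *Pigr* also without *Pten* S380D/D replicate 3 (adjusted p up to 0.0647, 0.0879 and 0.0561). In *Pten* S380A/A prostates, 212 of the 327 and 12 of the 21 had an unadjusted p under 0.05. In 20 simulations of all 9 libraries without any change, the 327 lower genes with the smallest p in *Pten* S380D/D had the same sign in *Pten* S380A/A in 274 to 295 cases, with a mean of 62 at an unadjusted p under 0.05. The 21 such higher genes had the same sign in 17 to 21 cases, with a mean of 12.7 at an unadjusted p under 0.05, so the DEGs up lie within these simulations. With the DEGs changed in *Pten* S380D/D alone, 168 to 207 of 327 and 15 to 19 of 21 genes picked in the same way had the same sign in *Pten* S380A/A, fewer than observed in both directions. Both kinds of simulation draw each gene independently, so these ranges may be too narrow for genes that vary together. The second kind also used the measured *Pten*+/+ and *Pten* S380D/D means of the DEGs, whose differences selection may have enlarged. This can lower its counts of the same sign. The simulations do not exclude a change in *Pten* S380D/D alone. Since *Pten* S380A/A prostates had 0 DEGs with edgeR, 0 were shared up and 0 down by both mutants. DESeq2 gave 11 up and 69 down in both, and without *Pten*+/+ replicate 3 edgeR gave 17 up and 19 down. The latter fit had only the close pair of *Pten*+/+ replicates 1 and 2 as controls, whose spread may be too small. Over all genes tested, the correlation of the log2 fold changes of both mutants was 0.551, within the 0.455 to 0.559 of the simulations without change. Their covariance was 0.104, and 0.0607 on average in the simulations (0.0559 to 0.0713), a difference of 0.0429. The simulations draw each gene independently, whereas real genes vary together, so part of this difference may come from the shared *Pten*+/+ libraries, which are too few to divide. In the direct comparison of *Pten* S380D/D with *Pten* S380A/A prostates, 0 genes were up and 0 down with edgeR, 1366 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0567. Among the genes with this value was *Spink5*. limma-voom gave 0 up and 1 down and DESeq2 31 up and 139 down in this comparison. Here edgeR gave 1 up and 3 down without *Pten* S380D/D replicate 1 and 3 up and 31 down without *Pten* S380D/D replicate 2. Of the 327 DEGs down, 326 were further from *Pten*+/+ in *Pten* S380D/D than in *Pten* S380A/A prostates, as were all 21 DEGs up. Between the mutants, 274 of the 327 and 13 of the 21 had an unadjusted p under 0.05. These genes were picked for their change in *Pten* S380D/D, so this is not an independent comparison. From the overrepresentation of WNT gene sets and transcription factor targets in *Pten* S380D/D prostates (Fig. 6c,d), the paper proposes that canonical WNT signaling is hyperactive in these prostates, and it then tests this with nuclear β-catenin staining and a TCF/LEF reporter (Fig. 6e,f).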

To validate this, we immunostained prostate sections of *Pten*^+/+^, *Pten*^S380A/A^, and *Pten*^S380D/D^ mice for β-catenin, and quantitated epithelial cells with nuclear localization of this protein as a measure for WNT signaling activity. Indeed, *Pten*^S380D/D^ mice showed evidence of markedly increased WNT activation, with 51% of epithelial cells exhibiting nuclear β-catenin versus 22% and 23% in *Pten*^S380A/A^ and *Pten*^+/+^ mice, respectively (Fig. 6e). Furthermore, nuclear β-catenin fluorescence was consistently more intense in prostate epithelial cells of *Pten*^S380D/D^ than in those of the other two genotypes. Complementary analysis of *Pten*^+/–^ prostates further indicated that this increase was specific for *Pten*^S380D/D^ prostates. We also measured Wnt/β-catenin signaling activity using a transgenic reporter that expresses a H2B-EGFP fusion protein under the control of six copies of a TCF/LEF response element and a heat shock protein 1B minimal promoter^46^. Again, *Pten*^S380D/D^ prostates showed a more than two-fold increase in the proportion of prostate epithelial cells with active WNT signaling compared to *Pten*^+/+^, *Pten*^+/–^, and *Pten*^S380A/A^ mice (Fig. 6f).

### PTEN^S380D^ targets β-catenin to exert oncogenic properties

Expression of non-degradable mutant β-catenin in mice is sufficient to drive tumor formation in multiple tissues, including the prostate^47–49^. These findings, together with data from studies in cancer cell lines showing that PTEN interacts with β-catenin and inhibits its nuclear accumulation and transcriptional activity^50,51^, led us to speculate that increased nuclear β-catenin in prostate epithelium of *Pten*^S380D/D^ mice is due to aberrant PTEN-β-catenin interaction and a driver of PIN lesion formation. Our observation that human recombinant PTEN precipitated human recombinant β-catenin in vitro indicative of direct protein-protein interaction further supported this idea (Fig. 7a). As a first step to investigate this further, we examined PTEN-β-catenin complex formation in the membrane, cytoplasmic, and nuclear fractions of *Pten*^+/+^, *Pten*^S380A/A^ and *Pten*^S380D/D^ prostates using a co-immunoprecipitation approach. PTEN precipitates contained β-catenin in all three fractions regardless of genotype (Fig. 7b). The amounts of β-catenin that precipitated from the membrane or cytoplasmic fractions were comparable across genotypes. By contrast, PTEN^S380D^ consistently precipitated more β-catenin from nuclear fractions than PTEN^S380A^ or wildtype PTEN. In case of wildtype PTEN this is particularly striking because nuclear PTEN^S380D^ levels are considerably lower than those of wildtype PTEN (Fig. 5b).

**Fig. 7:**
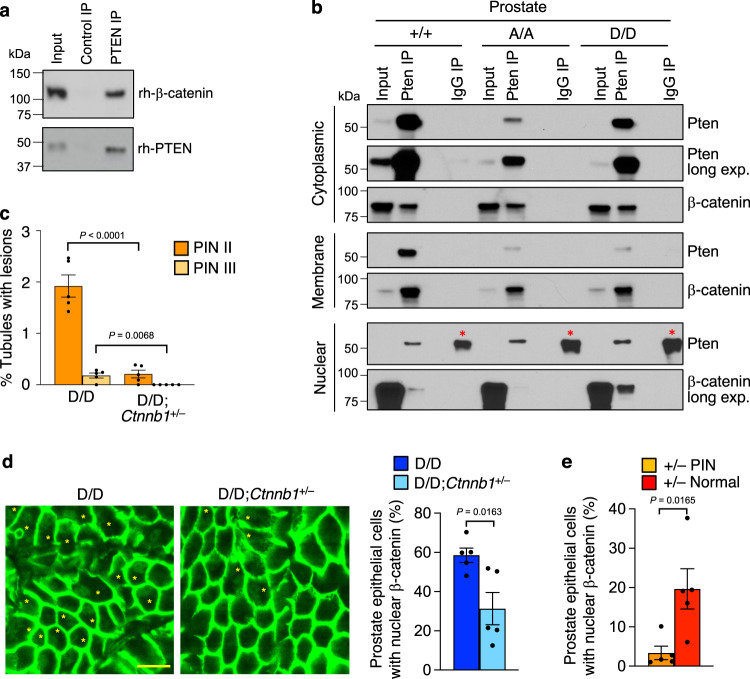
Hyperactive WNT signaling predisposes *Pten*^S380D^ mice to PIN lesions. **a** Mixtures of recombinant human PTEN and β−catenin proteins subjected to immunoprecipitation with PTEN or corresponding control (anti-RFP) antibodies and analyzed by immunoblotting using PTEN and β−catenin antibodies.The blot is representative of 3 independent experiments. **b** Immunoblot of 2-month-old fractionated prostate lysates of indicated genotypes subjected to immunoprecipitation with PTEN or control antibody and analyzed with the indicated antibodies. Blots represent 3 independent experiments. * Marks IgG band, only visible in the nuclear fraction because of the necessary long exposure to be able to detect the PTEN band. **c** Percentage of prostate tubules (*n* = 5) with indicated PIN lesions at 6 months. PIN IV were not present and are therefore not depicted. **d** Immunostaining of prostates of indicated genotypes stained for total ß-catenin. Asterisks indicate epithelial cells with nuclear staining. Scale bar represents 10 µm. The percentage of epithelial cells with nuclear staining is graphed. 5 prostates per genotype were analyzed, with 137-230 cells counted per prostate. **e** As in (**d**) but now for *Pten*^+/–^ PIN lesions and for *Pten*^+/–^ normal surrounding tissue. Data in (**c–e**) are presented as mean values ± SEM. Statistical significance in (**c–e**) was assessed by a two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

Next, we examined whether β-catenin hyperactivity underlies PIN lesion formation in *Pten*^S380D/D^ mice by breeding a *Ctnnb1* knockout allele into the strain and quantitating PIN lesions at 6 months of age. In this analysis, PIN lesions were rarely observed in *Pten*^S380D/D^;*Cttnb1*^+/–^ mice and always early stage, whereas PIN lesion predisposition in *Pten*^S380D/D^ littermates was consistent with earlier assessments (Fig. 7c). Decreased PIN lesion formation in *Pten*^S380D/D^;*Cttnb1*^+/–^ mice coincided with fewer cells exhibiting nuclear β-catenin by immunofluorescence (Fig. 7d). No increase in nuclear β-catenin localization was observed in PIN lesions of *Pten*^+/–^ mice relative to normal flanking tissue (Fig. 7e). Collectively, these data suggest that PTEN C-tail hyperphosphorylation increases nuclear accumulation of β-catenin to promote neoplastic growth in the prostate.

To explore the potential clinical relevance of this pro-tumorigenic mechanism, we focused on human gastric cancers characterized by hyperphosphorylation of PTEN S380 using RNA-sequencing data available from TCGA^27–29^. Low expression of the PTEN C-tail phosphorylation inhibitor PDZK1 has been reported to correlate with S380 hyperphosphorylation and poor clinical prognosis in gastric cancer^28^. We therefore stratified TGCA gastric tumors based on *PDZK1* mRNA levels into *PDZK1* low (bottom 15%) and *PDZK1* high (top 15%) cohorts, compared these two groups for differentially expressed genes, and then performed an overrepresentation analysis for target genes of LEF1, a β-catenin-dependent transcription factor associated with both gastric and prostate cancer progression^52,53^. Indeed, low *PDZK1* correlated with LEF1 hyperactivity, whereas high *PDZK1* did not (Fig. 8a), supporting the idea that PTEN C-tail hyperphosphorylation drives pro-tumorigenic WNT signaling in gastric cancers in which *PDZK1* expression is compromised. Next, we performed the same analysis for prostate cancers in the TCGA data base. Indeed, low *PDZK1* expression also correlated with LEF1 hyperactivity in this tumor type (Fig. 8b). Analysis of *PTEN* transcript levels indicated that gastric and prostate cancers with low *PDZK1* expression do express *PTEN* (Supplementary Fig. 9).

**Fig. 8:**
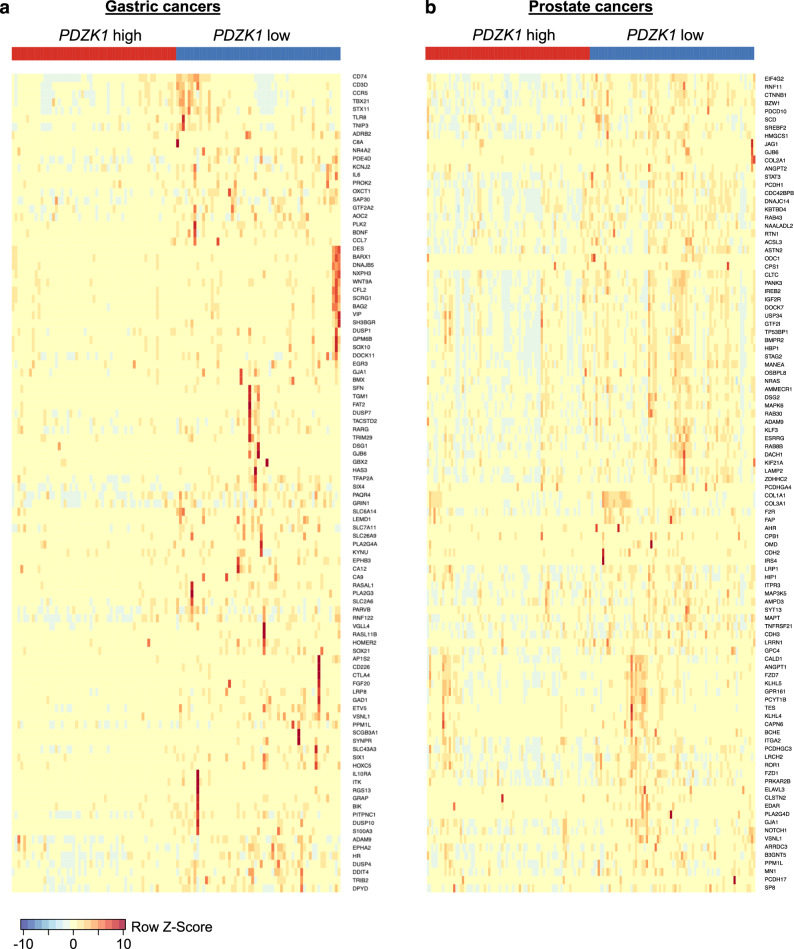
Low *PDZK1* expression in human gastric and prostate cancers correlates with increased *LEF1* activity. **a** Heat map (Row *Z*-Score) of the 100 top differentially expressed LEF1 target genes with FDR < 0.05 in TGCA-STAD gastric cancers with low *PDZK1* expression (bottom 15%; *n* = 57 cases) versus high *PDZK1* expression (top 15%; *n* = 57 cases). **b** As in (**a**) but now for TGCA-PRAD prostate cancers with *n* = 75 cases in the bottom 15% and *n* = 75 cases in the top 15% of *PDZK1* expression.

## Discussion

The PTEN C-terminal tail is an intriguing domain in that it is rarely mutated in human cancers (https://cancer.sanger.ac.uk/cosmic), albeit, according to in vitro studies, implicated in the regulation of key PTEN properties linked to tumor suppression, including PTEN stability, localization, phosphatase activity, and homo- and heterotypic protein interactions^12,14,31,33,36–38^. By introducing subtle C-tail domain mutations compatible with mouse embryonic and postnatal development when in homozygosity, we obtained several important insights into PTEN function. First, we demonstrate that *Pten* mutations that substantially reduce protein level and cause AKT hyperactivity do not necessarily predispose mice to spontaneous tumors. Second, we provide evidence to suggest that initiation of neoplastic growth in prostates of *Pten* haploinsufficient mice requires additional loss of PTEN function. Third, we provide data to suggest that a mutation that mimics hyperphosphorylation of PTEN C-tail residue S380 drives prostate neoplasia in mice through oncogenic activation of WNT signaling and that this mechanism is potentially relevant to human cancers.

A large body of in vitro evidence indicates that C-tail phosphorylation reduces PTEN phosphatase activity^14,27–36^. While data from our in vivo analysis of PTEN^S380D^ prostates are consistent with this, those of PTEN^Δ4^ and PTEN^S380A^ prostates are not, in that both mutants also exhibit reduced phosphatase activity despite a lack of critical phosphorylation. Our assessment of phosphatase activity is based on steady state levels of AKT T308 phosphorylation, which is a direct target of PI3K whose activity PTEN counteracts. AKT hyperactivity was further validated by increased phosphorylation of well-established AKT substrates. Increased AKT phosphorylation, which in PTEN^Δ4^ tissues was widespread, did not result in predisposition to tumorigenesis. This is even more surprising given that hitherto PTEN mutations that have been modeled in mice that show evidence of increased AKT phosphorylation are also tumor prone^7,8,21,23^. Strikingly, these models typically show aberrant AKT phosphorylation at the S473 mTORC2 target site. S473 was not subject to hyperphosphorylation in all PTEN^S380A^ tissues examined, as well as in a subset of PTEN^Δ4^ tissues, indicating that PTEN’s ability to inhibit mTORC2 activity is largely preserved^54^. It is therefore conceivable that complementary phosphorylation by mTORC2 at S473 is a requirement to generate oncogenic AKT kinase activity. However, both T308 and S473 are hyperphosphorylated in PTEN^Δ4^ prostates without causing tumor predisposition, which would argue against this explanation. It remains possible that T308 and S473 hyperphosphorylation in this tissue does not reach a level high enough to elicit AKT-mediated oncogenicity.

Beyond insufficiently high T308 and S473 modification, what might be other potential reasons for the uncoupling of AKT hyperactivity and tumorigenesis in our C-tail models? Although membrane-associated and cytoplasmic levels of PTEN^S380A^ and PTEN^Δ4^ were markedly reduced, nuclear levels of these proteins were not. This raises the possibility that tumor suppressive functions beyond inhibition of AKT phosphorylation remain intact and their perturbation is a requirement for initiation of cellular transformation. The observation that nuclear PTEN^S380D^ levels are low supports this idea. It is conceivable that PTEN that cannot be phosphorylated at S380, which applies to both PTEN^S380A^ and PTEN^Δ4^, reinforces a prominent tumor suppressive function that counteracts the pro-tumorigenic effects of uncontrolled PI3K-AKT signaling. This does not include PTEN’s role in faithful chromosome segregation because all C-tail mutants exhibited centrosome-associated mitotic defects and were prone to aneuploidy. The abovementioned subcellular localization data on PTEN S380A and PTEN S380D highlight their distinct cellular properties and are in keeping with previously reported data indicating that the S380A mutation drives nuclear import by exposing the N-terminal PTEN NLS motif^55^. The distinct properties of PTEN S380A and PTEN S380D are further underscored by our observation that nuclear β-catenin interacts more abundantly with PTEN S380D than with PTEN S380A, even though nuclear PTEN S380D levels are substantially lower.

Another feature of C-tail phosphorylation in vitro, PTEN protein stabilization, was observed in vivo, in that both PTEN^S380A^ and PTEN^Δ4^ were expressed at markedly reduced levels. PTEN^S380D^, however, was also expressed at subnormal levels which at the surface seems inconsistent with what has been previously reported on PTEN C-tail phosphorylation. However, these earlier studies only tested PTEN stability of combination D mutants of S380/T382/383 (D3) or S380/T382/383/S385 (D4) and did not include D mutants for the individual residues. Furthermore, it is important to consider that our experimentation was conducted in vivo, under physiological conditions with endogenous mutants, whereas the earlier work on C-tail phosphorylation was done in cancer cell lines with ectopically expressed PTEN variants. It should also be noted that even though A and D substitutions are the best available approaches to studying the different phosphorylation states of serine residues, these substitutions carry the risk that they may not accurately model PTEN’s actual phosphorylation states. Assuming they are accurate, our observations in our studies of S380 mutant mice suggest that dynamic phosphorylation-dephosphorylation of S380 is critical for PTEN stability and PI3K-AKT inhibition. Unlike PTEN, PTENα and PTENβ do not appear to be unstable further indicating that their post-translational regulation is distinct from canonical PTEN^56,57^. Whether PTEN stability and PI3K-AKT inhibition are similarly regulated by C-tail T382, T383 and S385 remains to be determined as the phosphorylation status of these residues did not seem to be impacted by S380 mutation.

PTEN stability is considered an important requirement for its tumor suppressive ability. On the surface, our results showing that mice with low PTEN levels retain the ability to suppress tumorigenesis seems to argue against this idea. However, a model that distinguishes between low amounts of wildtype PTEN and low amounts of mutant PTEN with or without the presence of wildtype PTEN has the potential to unify all the data. Specifically, because PTEN homodimerizes, the amount of functional complex may be low due to the dominant-negative actions of certain mutants, as was elegantly demonstrated in PTEN strains heterozygous for C124S or G129E^17^. The same may hold true in instances where a wildtype allele is paired with one of the many nonsense mutants found in human cancers. In our experiments, mice express low amounts of mutant PTEN protein in the absence of its wildtype counterpart, which is a different setting then low amounts of wildtype PTEN. Although the mutations we introduced do not mimic mutations found in human cancers, they provide important insights into the mechanisms of PTEN-mediated tumorigenesis that could be explored further as entry points for the development of new therapeutics tailored to a mainstream tumor suppressor. For instance, by interfering with C-tail phosphorylation, it may be possible to potentiate the tumor-suppressive potential of any residual PTEN present in cancer cells, thereby perhaps limiting their ability to survive and proliferate.

Homozygous inactivation of conditional *Pten* knockout alleles with a wide variety of Cre drivers has firmly established that complete loss of PTEN results in neoplastic transformation and robust constitutive PI3K-AKT-mTORC1 signaling^23^. However, *Pten* heterozygous mice often form tumors without evidence of sustaining loss of the wildtype *Pten* allele^8,18,19^, which led to the idea that PTEN is a haploinsufficient tumor suppressor, with partial reduction in wildtype PTEN level driving neoplastic transformation. However, a similar reduction in wildtype PTEN caused by homozygosity for a hypomorphic *Pten* allele did not replicate the robust tumor phenotype observed in *Pten* haploinsufficient prostates, which prompted us to further investigate the mechanism of prostate tumorigenesis in *Pten*^+/–^ mice. We demonstrate that neoplastic growth in *Pten*^+/–^ prostates is consistently associated with robust AKT S473 phosphorylation, which is a characteristic of complete PTEN loss^7^. We find that early-stage lesions consisting of small numbers of cells always exhibit robust AKT S473 phosphorylation. Importantly, such hyperactivity reliably coincides with a decline in PTEN immunofluorescence signal. These data indicate that a second event that compromises the function of the remaining wildtype *Pten* allele is a requirement for initiation of neoplastic growth. The finding that a knockout *Pten* allele in combination with a *Pten*^S380D^ allele which affects PTEN stability and has pro-tumorigenic properties seems to require a further loss of PTEN catalytic function to robustly initiate of PIN lesion formation further supports this conclusion.

Two observations argue against a critical tumor suppressive role for the PTEN C-tail domain. The first is our finding here that deletion of a relatively large portion of the C-tail (Δ4) does not promote tumor formation. The second comes from the analysis of COSMIC mutational signatures of human cancers showing that the C-terminal tail domain is rarely a direct mutational target. However, in gastric cancers C-tail hyperphosphorylation correlates with increased AKT phosphorylation, thus presenting a C-tail-related mechanism by which PTEN may lose its tumor suppressive ability^27,28^. Although tumor promoting effects of excessive C-tail phosphorylation could, in principle, also be accomplished by mutation of S380 or other phospho-residues to phosphomimetics, such conversions would each require multiple nucleotide substitutions and would therefore be unlikely. Aberrant kinase activity, on the other hand, is a much more realistic scenario for hyperphosphorylation of PTEN C-tail residues given that the main kinase involved, CK2, is frequently overexpressed or otherwise hyperactivated in human cancers^58^. Although uncontrolled C-tail phosphorylation may drive tumorigenesis through loss of PTEN catalytic activity, our discovery that PTEN^S380D^ in mice drives neoplastic growth through hyperactivation of the WNT/β-catenin pathway, implies that excessively phosphorylated PTEN can also act in an oncogenic manner. The concept that tumor suppressors can serve as macromolecular double agents with tumor suppressive and oncogenic functions is not new. For instance, for p53 it has been reported that several tumor-associated p53 mutants lack key tumor-suppressive functions while gaining new activities to promote tumorigenesis^59,60^. In this context, it is important to emphasize that although we find that oncogenic β-catenin/WNT signaling is critically required for PIN formation in Pten^S380D/D^ mice, it is well possible that the observed partial loss of tumor suppressive PTEN functions (as reflected in the increase in PI3K-AKT signaling and mitotic errors) cooperates with aberrant β-catenin/WNT signaling.

In probing the potential clinical relevance of this oncogenic PTEN mechanism, we obtained transcriptomic evidence suggesting that WNT/β-catenin activity is indeed elevated in gastric tumors with increased PTEN C-tail phosphorylation due to PDZK1 insufficiency. Interestingly, Heliobacter (H.) pylori infection, the primary known risk factor of gastric cancer, yields malignancies that are characterized by elevated WNT/β-catenin signaling and increased PTEN phosphorylation at S380, T382 and T383^29,61^. This, together with the observation that H. pylori induces phosphorylation at these same residues in cultured gastric epithelial cells^32^, raises the possibility that bacterially induced PTEN C-tail phosphorylation drives aberrant WNT signaling during gastric tumorigenesis. The benefits of H. pylori eradication to gastric cancer patients^62,63^ may thus in part be attributable to normalization of PTEN C-tail phosphorylation. In extending our transcriptomic analysis to human prostate cancers, we found low *PDZK1* to also correlate with hyperactivation of the WNT/β-catenin pathway in this tumor type. It should be noted that low PDZK1 expression is likely to also affect the phosphorylation status of proteins other than PTEN. Anyways, our experiments set the stage for future immunostaining experiments examining whether PTEN C-tail hyperphosphorylation correlates with nuclear accumulation of β-catenin. For this purpose, we will be using samples of prostate cancer patients that have previously been characterized for PTEN expression status^64^. Also, given the mounting evidence for pro-tumorigenic effects of PTEN C-tail phosphorylation, it will be interesting to further explore the therapeutic relevance of CK2 inhibitors such as CX-4945 (Silmitasertib) for the treatment of gastric cancers and other malignancies characterized by CK2 overexpression and elevated PTEN-C-tail phosphorylation^65^.

## Methods

The research presented complies with all relevant ethical regulations. Studies involving laboratory mice were reviewed and approved by the Mayo Clinic Institutional Animal Care and Use Committee, in compliance with national ethical guidelines. The study has been reviewed by the Mayo Clinic Conflict of Interest Review Board and is being conducted in compliance with Mayo Clinic Conflict of Interest policies.

### Mouse strains

All mice were housed in a pathogen-free barrier environment with ad libitum access to food and water and 12 h light and dark cycles. The temperature was kept between 68 and 79°F, with an average of 71°F, and a humidity target range between 30 and 70%, with an average of 45%. Mice were euthanized by CO2 inhalation. According to Mayo Clinic Institutional Animal Care and Use Committee policy, a mouse with a tumor meeting any of the following criteria requires immediate euthanasia: size being 10% of body weight, ulceration, or interference with vital functions. No animal in this study exceeded or violated these conditions. All non-purchased mouse strains were created by Mayo Clinic’s Gene Knockout and Transgenics core facility. Standard gene targeting and embryonic stem cell technology was used to create *Pten*^TKV^ mice^26^.

*Pten*^S380A^ mice were generated by CRISPR-Cas9-mediated gene editing in FVB zygotes (Envigo) by injecting Cas9 mRNA, a gRNA 5′-TCAGAATATCTATAA TGATC-3′ (guide target sequence) and a single-strand oligodeoxynucleotide (ssODN) 5′-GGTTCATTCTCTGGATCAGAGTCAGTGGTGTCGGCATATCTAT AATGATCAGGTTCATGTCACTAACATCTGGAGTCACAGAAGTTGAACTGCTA GCCT-3′ (Supplementary Fig. 1a). The same Cas9 mRNA, gRNA and ssODN were used to obtain *Pten*^S380A^ mice on a C57BL/6 background, but here the injections were in C57BL/6 zygotes. *Pten*^S380D^ mice were directly generated in C57BL/6 background with the same gRNA as for *Pten*^S380A^ but with the following ssODN, 5′-AAACAGTAGAGGAGC CAT CAAA TCCA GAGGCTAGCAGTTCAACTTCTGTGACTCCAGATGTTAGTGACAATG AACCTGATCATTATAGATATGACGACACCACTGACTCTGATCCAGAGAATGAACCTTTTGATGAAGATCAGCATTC ACAAATTACAAAAGTCTGA-3′. For each of these strains we obtained multiple independent founder lines. DNA sequencing confirmed that they contained the anticipated nucleotide changes designed to create the S380 to A or D substitutions. To minimize the risk of off-target genetic alterations introduced with CRISPR/CAS9 mediated mutagenesis that could impact PTEN function beyond the S380D substitution, we backcrossed the initial FVB and C57BL/6 founder mice two times to wildtype FVB and C57BL/6 mice, respectively, before intercrossing them to generate the homozygous animals. To further minimalize the risk for off-target alterations we performed complementary transcript and protein analysis.

The *Pten*^Δ4^ allele was a by-product of *Pten*^S380A^ allele generation in FVB. To generate *Pten*^Δ4^ on a C57BL/6 background, these mice were backcrossed to C57BL/6 at least 8 times. *Pten*^+/–^ were created in FVB zygotes by targeting exon 2 with gRNA 5′-TTTCCTGCAGAAAGA CTTGA-3’ and CRISPR-Cas9-mediated gene editing, which resulted in a four-nucleotide deletion (Supplementary Fig. 3a). For FVB-related experiments, these mice were backcrossed to FVB at least twice before experimentation. To establish *Pten*^+/–^ on a C57BL/6 background these mice were backcrossed to C57BL/6 at least 8 times. *Pten*^HN^ were generated in C57BL/6 using gRNA 5′-GGGATCCC AATTGCCTGCGG-3′ to insert an inverted Neo gene (from pMC1neo polyA, Addgene 213201) into intron 3 of *Pten*, using 940 bp 5′ and 890 bp 3′ homology arms. *Pten*^HNP^ used zygotes from *Pten*^HN^ to insert a polyoma polyadenylation sequence into intron 3 that already contained the *Neo* gene. To this end, gRNA 5′-TACCGACTAGTCTACCACAG-3′ and ssODN 5′- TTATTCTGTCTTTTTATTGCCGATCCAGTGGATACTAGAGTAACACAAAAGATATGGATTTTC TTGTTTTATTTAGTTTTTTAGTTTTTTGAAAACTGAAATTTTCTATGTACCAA-3′ were used (Fig. 3a).

*Pten*^–/–^ prostates (harvested at 6 months) were derived from *Pten*^Flox^ mice (Jackson lab #006440) crossed with PbsnCre transgenic mice (Jackson lab #026662) to establish prostate-specific deletion of PTEN. TCF/LEF1 reporter mice (Jackson lab #013752) were crossed onto various *Pten*-mutant backgrounds. β-catenin floxed mice (Jackson lab #022775) were crossed with HPRT-Cre transgenic females to generate *Ctnnb1*^+/–^ mice, which were subsequently bred onto a *Pten*^S380D/D^ background. Experiments in Figs. 1–2 and Supplementary Figs. 1–3 used mice on an FVB background, while Figs. 3–7 and Supplementary Figs. 4–8 are based on C57BL/6. Mice in the spontaneous tumor susceptibility study were euthanized at either 9 or 16 months of age and subjected to macroscopic screening for overt tumors. Lungs and adrenal glands were screened with low magnification of a stereo microscope (Olympus SZX16). Tumors were harvested and processed for standard histopathology.

### Cell culture

*Pten*^+/–^, *Pten*^ΔTKV/ΔTKV^, *Pten*^S380A/A^, *Pten*^S380D/D^, *Pten*^Δ4/Δ4^, *Pten*^Flox/Flox^ and *Pten*^+/+^ MEFs were generated from independent E13.5 embryos and expanded at 3% O_2_ in DMEM medium supplemented with 10% heat-inactivated fetal bovine serum, l-glutamine, nonessential amino acids, ß-mercaptoethanol, gentamicin and sodium pyruvate. HeLa cells (ATCC, CCL-2) were expanded at 95% air/5% CO_2_ in the same medium.

### Western blot analysis, cell fractionation, immunoprecipitations and cycloheximide chase

Western blot analysis and immunoprecipitation were carried out according to standard procedures. Tissue and MEF lysates were prepared in NP40 lysis buffer with protease inhibitors, mixed with Laemmli Sample Buffer and boiled for 10 min prior to gel loading. Subcellular fractionation was performed using the protein fractionation kit (78840 and 87790; Thermo-Fisher) according to manufacturer’s instructions. In vitro protein binding studies were conducted in 100 µl PBS at RT using recombinant human PTEN (R&D systems Cat. #847-PN) and recombinant human β-catenin (Sino Biological Cat. #11279-H20B). 250 ng PTEN and 500 ng β-catenin were incubated for 60 min after which 1 µg rabbit polyclonal antibodies against C-terminal human PTEN (Invitrogen Cat. #51-2400) or 1 µg Red Fluorescent Protein (control; Invitrogen Cat. #MA5-15257) were added. After 45 min, 20 µl 50% protein G agarose suspension (in PBS) was added and after 45 min the protein G agarose was washed 5 times with 200 µl PBS supplemented with 0.05% Tween 20. Proteins bound to Protein G agarose were then eluted by addition of 20 µl Laemli Sample Buffer and 5-min incubation at 100 °C and analyzed by western blotting using antibodies against β-catenin (1:2000, BD 610153) and PTEN (1:4000, anti-human PTEN [6H2.1] Cascade Cat. #ABM-2052). For cycloheximide chase experiments, MEFs were cultured in presence of 20 µg/ml cycloheximide for 0, 4, 8 or 12 h prior to harvesting the cells to make lysates. Densitometry quantification was performed using ImageJ (v.1.52a) software by measuring the area under the curve for the band intensity in each lane. Antibodies used were as follows: PTEN (1:2000, 9559, Cell Signaling Technology); P-PTEN^S380^ (1:1000, 9551, Cell Signaling Technology); P-PTEN^S380/T382/T83^ (1:1000, 9549, Cell Signaling Technology), P-PTEN^S385^ (1:1000, 07-890-I Sigma-Aldrich), Tubulin (1:2000, 2125, Cell Signaling Technology); EGFR (1:1000, 71655, Cell Signaling Technology); HDAC (1:1000, Ab7028, Abcam); AKT (1:1000, 9272 Cell Signaling Technology); P-AKT^T308^ (1:1000, 2965, Cell Signaling Technology); P-AKT^S473^ (1:1000, 9271, Cell Signaling Technology); P-TSC2^T1462^ (1:500, 3617, Cell Signaling Technology); P-GSK3α^S21^/β^S9^ (1:1000, 9331, Cell Signaling Technology); P-PRAS40^T246^ (1:2000, 2997, Cell Signaling Technology); P-AS160^T642^ (1:500, 8881, Cell Signaling Technology); P-AKT substrates (1:500, 9614, Cell Signaling Technology); GAPDH (1:1000, 3683 S, Cell Signaling Technology); IgG (1 µl/IP, 0107-01 and 0111-01, Southern Biotech); β-catenin (1:2000, 610153, BD). Secondary antibodies were goat anti-mouse HRP-conjugated and goat anti-rabbit HRP-conjugated (1:10,000, 115-035-146 and 111-035-003, Jackson Immunoresearch). Equal loading was confirmed by Ponceau S staining.

### Mitotic analyses

All mitotic analyses have been previously described^26^. Briefly, chromosome counts were performed on metaphase spreads from colcemid-treated MEFs. Chromosome segregation errors were tabulated by following live MEFs (at least 28 cells per cell line), transduced with lentiviral TSIN-histone 2b-mRFP to mark DNA red, through mitosis via live cell imaging with a microscope system (Axio Observer; (Carl Zeiss) with CO_2_ Module S, TempModule S, Heating Unit XL S, a plan Apo 63× NA 1.4 oil differential interference contrast III objective (Carl Zeiss), camera (AxioCam MRm; Carl Zeiss), and Zen Blue software (Carl Zeiss). For spindle geometry analysis, γ-tubulin/α-tubulin- stained MEFs in metaphase, with centrosomes in the same focal plane, were imaged using a confocal laser-scanning microscope (LSM 880; Carl Zeiss) on an Axio Observer Z1 inverted microscope with spectral detectors (32ch 2PMT GaAsP; Carl Zeiss) and a water-immersion lens (C-Apochromate 40x/1.2 NA Korr. FCS; Carl Zeiss). ZEN Black v.14.0.24.201 software (Zeiss) was used to measure the angle between the spindle and the metaphase plate (DNA marked with Hoechst). Cells that had an acute angle between the spindle pole axis and the metaphase plate of <85° or more than 95° were considered asymmetrical. For centrosome distance measurements in prophase, cells were stained for pH3^S10^/γ-tubulin/Hoechst, and images were taken by laser-scanning microscopy as described above of cells with centrosomes in the same focal plane. The distance between centrosomes (γ-tubulin signals) was measured using ZEN Black software (Zeiss). Prophases with centrosome distance/nuclear diameter ratio ≤0.5 were considered delayed.

### Histopathology and immunostaining

For *prostate sectioning and PIN lesion scoring*, whole prostates were typically isolated at 6 months, formalin-fixed and paraffin-embedded with the anterior lobes flattened at the bottom of the block (come across first while sectioning). The entire prostate was then sectioned in 5 µm sections, collecting two sections per slide and 5 slides per level. After each level we skipped 150 µm, before collecting at the following level. The first slide at each level was used for H&E staining and PIN lesion scoring according to Park et al. ^66^, which meant that we analyzed every 200 µm. Per level we counted the total number of tubules and the total number of each type of PIN. In the end, all levels would be added together, and the percentage of PIN-positive tubules calculated.

For *immunostaining of tissue*, tissues were collected, formalin-fixed, paraffin-embedded and sectioned at 5 µm thickness. According to standard technique, paraffin sections were rehydrated prior to antigen retrieval with low pH citrate buffer (Vector labs) for 20 min in a pressure cooker, followed by treatment with Image-It FX Signal enhancer (Invitrogen), blocking and antibody incubation overnight at 4 °C. Alexa Fluor-conjugated goat-anti-rabbit, goat-anti-mouse or isotype-specific goat-anti-mouse secondary antibodies were used followed by Hoechst staining to mark DNA. In the case of double staining with PTEN and P-AKT^S473^-conjugated Alexa fluor 488, the slides were first stained for PTEN, washed, incubated with secondary antibody, washed, blocked and then incubated with the conjugated P-AKT^S473^ antibody. In the case of the TCF/LEF reporter mice, tissues were fixed in 4% PFA for 2 h, followed by 30% sucrose in PBS overnight before being snap frozen in OCT in cryomolds. Cryosections were cut and DNA was marked with Hoechst staining, while cells expressing the reporter gene were marked by endogenous GFP.

For *immunostaining of MEFs*, in case of Eg5, γ- and α-tubulin staining, cells were fixed in PBS/1% paraformaldehyde (PFA) for 5 min at RT, followed by ice-cold methanol for 10 min and permeabilization with 0.2% Triton X-100 for 10 min at RT. For PTEN staining, MEFs were fixed in 3% PFA for 12 min at RT, followed by permeabilization with 0.2% Triton X-100 for 10 min at RT.

*Primary antibodies used* were as follows: Eg5 (1:100, TA301478, Origene); α-tubulin (1:1,000, T9026 or 2125 S, Sigma); γ-tubulin (1:300, T6557 or T5192, Sigma); P-AKT^S473^ (1:100, 4060, Cell signaling Technology); P- AKT^S473^-Alexa Fluor 488 conjugate (1:50, 4071, Cell Signaling Technology); β-catenin (1:200, 610153, BD); p-histone H3^S10^ (1:1,000, 06-570, Millipore); PTEN (1:50, 2551, home-made).

Secondary antibodies used were as follows: goat anti-mouse Alexa Fluor 488 (1:250, A11001, Invitrogen), goat anti-mouse Alexa Fluor 594 (1:250, A11005, Invitrogen), goat anti-mouse IgG1 Alexa Fluor 488 (1:250, A21121, Invitrogen), goat anti-rabbit Alexa Fluor 488 (1:250, A11008, Invitrogen), goat anti-rabbit Alexa Fluor 594 (1:250, A11012, Invitrogen).

*PTEN rabbit polyclonal antibody* 2551 for immunostaining of tissue was generated by immunizing a rabbit with GST-tagged recombinant C-domain mouse PTEN (amino acids 239-403) expressed in Escherichia Coli, purifying the IgG from antisera, and testing specificity by immunoblotting against whole cell lysates from MEFs positive and negative for PTEN (Supplementary Fig. 5c). Antibodies were further tested by IF on immortalized *Pten*^Flox/Flox^ MEFs with stably transfected lentivirus TSIN-empty vector or TSIN-Cre (Supplementary Fig. 5d).

Cells and tissue were imaged with a laser-scanning microscope (LSM880, Carl zeiss) as described under “Mitotic Analyses” with either a 40× water-immersion lens or a 100× Alpha Plan-APO 100×/1.46 Oil DIC VIS lens, or with a fluorescent microscope (Olympus BX63, with standard 10×, 20× and 40× lenses).

### qRT-PCR

To test for mRNA stability, *Pten*^+/+^, *Pten*^S380A/A^, and *Pten*^S380D/D^ MEFs were seeded in 6-well plates at 3 × 10^5^ cells/well. 24 h after seeding, media was aspirated and Actinomycin D (Invitrogen, cat. #A7592; 5 µg/ml) containing media was added to the wells. RNA was collected at 0, 1, 2, 4, 6, and 8 h after addition by directly lysing the cell monolayer using standard procedures according to the Qiagen RNeasy Mini Kit (cat. #74104). cDNA synthesis was performed using random hexamers according to manufacturer’s instructions (Invitrogen cat. #18080051) and qRT-PCR using SYBR mastermix was performed as described (Baker et al., NCB 2008). Primer sequences used: Pten – For 5′- TGGATTCGACTTAGACTTGACCT −3′, Rev 5′- GCGGTGTCATAATGTCTCTCAG −3′; TBP – For 5′- GGCCTCTCAGAAGCATCACTA −3′, Rev 5′- GCCAAGCCCTGAGCATAA −3′.

### RNAseq library preparation, sequencing and bioinformatic analyses

RNA extraction from prostates (RNeasy Mini kit, #74104, QIAGEN) was performed according to the manufacturer’s instructions. RNA quality and quantity were assessed using Agilent Bioanalyzer RNA 6000 Pico chips (5067-1513, Agilent Technologies). Equal amounts (300 ng) of high-quality RNA were subjected to library preparation using the TruSeq RNA Library Prep kit v2 (RS-122-2001, Illumina) according to the manufacturer’s instructions. Libraries were sequenced following Illumina’s standard protocol using the Illumina cBot and HiSeq 3000/4000 PE Cluster Kit. Flow cells were sequenced as 100 × 2 paired-end reads on an Illumina HiSeq 4000 using HiSeq 3000/4000 sequencing kit and HCS v.3.3.20 collection software. Base-calling was performed using Illumina’s RTA v.2.5.2 software. RNA sequencing was performed at the Mayo Clinic Center for Individualized Medicine Medical Genomics Facility (Mayo Clinic, Rochester, Minnesota). Fastqfiles of paired-end RNA-Seq reads were aligned with Tophat v.2.0.14^67^ against the UCSC reference genome mm10 (http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10) using Bowtie v.2 2.2.6 with default settings. Gene level counts from read pairs were obtained using FeatureCounts v.1.4.6 from the SubRead package^68^ and gene models from the UCSC mm10 annotation. Differential expression analysis was performed using R package DESeq2 v.1.10.1 after removing genes with average raw counts <10^69^. Genes with lfcMLE (unshrunken maximum likelihood estimate of log_2_ fold change produced by DESeq2) >0.45 or <–0.45, and FDR < 0.05 were considered significantly differentially expressed. Gene Set Enrichment Analysis (GSEA)^70^ was performed to detect enriched pathways against mouse gene sets from Enrichment Map using gene lists ranked by lfcMLE, in descending order. Overrepresentation analysis for transcription regulatory targets of individual TFs was performed using the Fisher’s exact test method for selected gene lists against the mouse gene sets from ENCODE (https://www.encodeproject.org/) and MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/mouse/collections.jsp) collections. For over-representation analysis on gastric and prostate cancers in the TCGA database, we obtained transcriptomic data from the GDC portal by using R package TCGABiolinks as raw counts. Samples were normalized using DESeq2 and grouped based on normalized *PDZK1* expression: samples with *PDZK1* level lower than 15 percentiles were considered low-*PDZK1* and those higher than 85 percentiles high-*PDZK1*. Differential *PTEN* expression analysis between these two groups was performed using DESeq2. For assessing enrichment of LEF1-activated genes between the two groups, the Fisher’s exact test was used to determine overrepresented gene sets in significantly upregulated genes (*p* < 0.05 and log fold change ≥ 1) in the *PDZK1*-low group. Morpheus (Broad Institute) was used to generate heatmaps.

### Statistical analyses

GraphPad Prism software version 9.3.1 was used for statistical analyses. Error bars represent error of the mean. Statistical significance was determined using two-tailed Fisher’s exact test, two-tailed unpaired *t*-test, one-way analysis of variance (ANOVA) with Dunnett’s or Tukey’s multiple comparisons test. *P* values are indicated in the figures and can also be found in the Source Data file. Sample sizes for all animal studies were chosen based on previously published studies in which differences were observed. The experiments were not randomized, and the investigators were not blinded.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The RNAseq data generated in this study have been deposited in the NCBI GEO database under accession code GSE206157. Open access transcriptomic data for our over-representation analyses on gastric and prostate cancers were obtained via Genomic Data Commons Data Portal (NCI) and downloaded as raw counts using R package TCGABiolinks. All remaining data are available within the paper, Supplementary Information, or Source data file. Source data are provided with this paper. Biological materials generated in this paper are available from the corresponding author. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Hyperphosphorylated PTEN exerts oncogenic properties
**Source:** Nat Commun. 2023 May 24;14:2983. doi: 10.1038/s41467-023-38740-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Zeiss ZEN Black v.14.0.24.201 software was used to acquire images of immunofluorescence experiments on a Zeiss LSM880 confocal laser-scanning microscope and Zen Blue to acquire images of live cells on an Axiovision Observer microscope (Zeiss). Olympus cellSens 2.3 was used to acquire images of fluorescence experiments and H&E stainings on an Olympus BX63 microscope and to acquire low magnification images of tissue on an Olympus SZX16 stereo microscope.
RNA sequencing: Flow cells were sequenced as 100x2 paired-end reads on an Illumina HiSeq 4000 using HiSeq 3000/4000 sequencing kit and HCS v.3.3.20 collection software. Base-calling was performed using Illumina's RTA v.2.5.2 software.

Data analysis

GraphPad Prism 9.3.1 was used for statistical assessments.
ImageJ 1.52a was used for immunoblot densitometry.
Zeiss ZEN Black software v.14.0.24.201 was used to take and export immunofluorescence images, and to measure spindle geometry and centrosome movement.
Fastqfiles of paired-end RNA-Seq reads were aligned with Tophat v.2.0.1467 against the UCSC reference genome mm10 (<http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10>) using Bowtie v.2.2.6 with default settings.
Gene level counts from read pairs were obtained using FeatureCounts v.1.4.6 from the SubRead package68 and gene models from the UCSC mm10 annotation.
Differential expression analysis was performed using R package DESeq2 v.1.10.1 after removing genes with average raw counts <10.
Morpheus (Broad Institute) was used to generate heatmaps.
Overrepresentation analysis for transcription regulatory targets of individual TFs was performed using the Fisher's exact test method for selected gene lists against the mouse gene sets from ENCODE and MSigDB collections

For over-representation analysis on gastric and prostate cancers in the TCGA database, we obtained transcriptomic data from the GDC portal by using R package TCGABiolinks as raw counts.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the Gene Expression Omni-bus database under accession number GSE206157 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206157>.

References to public databases used are as follows:

UCSC reference genome mm10 (<http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10>).

ENCODE (<https://www.encodeproject.org/>)

MSigDB (<https://www.gsea-msigdb.org/gsea/msigdb/mouse/collections.jsp>)

TCGA STAD and TCGA PRAD (<https://bioconductor.org/packages/release/bioc/html/TCGABiolinks.html>).

Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

The only human data used in this study relate to RNA sequencing reads in publicly available databases TCGA-STAD (stomach adenocarcinoma) and TCGA-PRAD (prostate adenocarcinoma). Sex has not been considered in the study design.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were based on previously published experiments where differences were observed. We note that no power calculations were used. The following previously published studies guided our samples sizes:

-) van Ree et al. 2016 (PMID 27240320) Pten regulates spindle pole movement through Dlg1-mediated recruitment of Eg5 to centrosomes.

-) Baker et al. 2004 (PMID 15208629) BubR1 insufficiency causes early onset of aging-associated phenotypes and infertility in mice.

-) Baker et al. 2009 (PMID 19962666) Whole chromosome instability caused by Bub1 insufficiency drives tumorigenesis through tumor suppressor gene loss of heterozygosity.

-) Limzerwala et al 2020 (PMID 34841254) FoxM1 insufficiency hyperactivates Ect2-RhoA-mDia1 signaling to drive cancer.

Data exclusions	No samples were excluded from the study.
Replication	Number of replicates is described in figures or figure legends and it is indicated whether they were technical or biological replicates.
Randomization	Randomization was not applicable to any experiments performed due to lack of drug treatments or interventions as well as experiments needing clearly defined groups of mice or cell lines based on genotype.
Blinding	Blinding to allocation during experiments was not applicable to any of the experiments. Investigators were not blinded to assessment outcome during experimentation, as they were performed by the same researcher for consistency and feasibility.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

All antibodies used are listed in the Methods section.

Co-immunoprecipitation: rabbit anti-PTEN (Cell Signaling #9559), 15 µl per IP
 Co-immunoprecipitation: rabbit IgG (Southern Biotech #0111-01), 1 µl per IP
 Co-immunoprecipitation: rabbit anti-C-terminal hPTEN (51-2400, Invitrogen), 1 µg per IP
 Co-immunoprecipitation: rabbit anti-Red Fluorescent Protein (anti-RFP) (MA5-15257, Invitrogen), 1 µg per IP

Western blot: goat anti-mouse, HRP-conjugated (Jackson ImmunoResearch; #115-035-146; 1:10,000)
 Western blot: goat anti-rabbit, HRP-conjugated (Jackson ImmunoResearch; #111-035-003; 1:10,000)

Western blot: rabbit anti-PTEN(9559, Cell Signaling Technology, 1:2,000)
 Western blot: rabbit anti human PTEN (Cascade, ABM-2052, 1:4,000)
 Western blot: rabbit anti-P-PTEN-S380 (9551, Cell Signaling Technology, 1:1,000)
 Western blot: rabbit anti-P-PTEN-S380/T382/T383 (9549, Cell Signaling Technology, 1:1,000)
 Western blot: rabbit anti-P-PTEN-S385 (07-890-I, Sigma-Aldrich, 1:1,000)
 Western blot: rabbit anti-Tubulin (2125, Cell Signaling Technology, 1:2,000)
 Western blot: rabbit anti-EGFR (71655S, Cell Signaling Technology, 1: 1,000)
 Western blot: rabbit anti-HDAC (Ab7028, Abcam, 1:1,000)
 Western blot: rabbit anti-Akt (9272 Cell Signaling Technology, 1:1,000)
 Western blot: rabbit anti-P-AKT-T308 (2965, Cell Signaling Technology, 1:1,000)

Western blot: rabbit anti-P-AKT-S473 (9271, Cell Signaling Technology, 1:1,000)
 Western blot: rabbit-anti-P-TSC2-T1462 (3617, Cell Signaling Technology, 1:500)
 Western blot: rabbit-anti-P-GSK3aS21/bS9 (9331, Cell Signaling Technology, 1:1,000)
 Western blot: rabbit-anti-P-PRAS40-T246 (2997, Cell Signaling Technology, 1:2,000)
 Western blot: rabbit-anti-P-AS160-T642 (8881, Cell Signaling Technology, 1:500)
 Western blot: rabbit-anti-P-AKT substrates (9614, Cell Signaling Technology, 1:500)
 Western blot: rabbit-anti-GAPDH (3683, Cell Signaling Technology, 1:1,000)
 Western blot: mouse-anti-b-catenin (610153, BD, 1:2,000).

Immunofluorescence: goat anti-mouse Alexa Fluor 488 (Invitrogen, A11001; 1:250)
 Immunofluorescence: goat anti-rabbit Alexa Fluor 488 (Invitrogen, A11008; 1:250)
 Immunofluorescence: goat anti-rabbit Alexa Fluor 594 (Invitrogen, A11012; 1:250)
 Immunofluorescence: goat anti-mouse Alexa Fluor 594 (Invitrogen, A11005; 1:250)
 Immunofluorescence: goat anti-mouse IgG1 Alexa Fluor 488 (Invitrogen, A21121; 1:250)

Validation

Immunofluorescence: rabbit anti-Eg5 (1:100, TA301478, Origene)
 Immunofluorescence: mouse anti- α -tubulin (1:1,000, T9026, Sigma)
 Immunofluorescence: mouse or rabbit anti-g-tubulin (1:300, T6557 or T5192, Sigma)
 Immunofluorescence: rabbit anti-P-AKTS473 (1:100, 4060, Cell signaling Technology)
 Immunofluorescence: rabbit anti-P- AKTS473-Alexa Fluor 488 conjugate (1:50, 4071, Cell Signaling Technology)
 Immunofluorescence: mouse anti-bcatenin (1:200, 610153, BD)
 Immunofluorescence: rabbit anti-p-histone H3S10 (1:1,000, 06-570, Millipore)
 Immunofluorescence: rabbit anti-PTEN (1:50, 2551, home-made).

The rabbit anti-PTEN antibody used for tissue IF was validated in house by Western blot and IF using tissues or cell lines derived from genetically engineered mouse strains.

Commercially available antibodies were validated by the manufacturer and the published literature utilizing these antibodies. Please find validation notes and citations for the utilized antibodies, directly on the websites of the manufacturers below.

rabbit anti-PTEN (9559, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/pten-138g6-rabbit-mab/9559>

rabbit IgG (0111-01, Southern Biotech)

<https://www.southernbiotech.com/rabbit-igg-unlb-0111-01>

rabbit anti-C-terminal hPTEN (51-2400, Invitrogen)

<https://www.thermofisher.com/antibody/product/PTEN-Antibody-Polyclonal/51-2400>

rabbit anti-Red Fluorescent Protein (anti-RFP) (MA5-15257, Invitrogen)

<https://www.thermofisher.com/antibody/product/RFP-Antibody-clone-RF5R-Monoclonal/MA5-15257>

rabbit anti human PTEN (ABM-2052, Cascade)

http://www.cascadebioscience.com/pages/Products_and_Parts/PTEN/PTEN_ABM-2052.html

rabbit anti-P-PTEN-S380 (9551, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-pten-ser380-antibody/9551>

rabbit anti-P-PTEN-S380/T382/T383 (9549, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-pten-ser380-thr382-383-44a7-rabbit-mab/9549>

rabbit anti-P-PTEN-S385 (07-890-I, Sigma-Aldrich)

<https://www.sigmaaldrich.com/US/en/product/mm/07890i>

rabbit anti-Tubulin (2125, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/a-tubulin-11h10-rabbit-mab/2125>

rabbit anti-EGFR (71655, Cell Signaling Technology)

https://www.cellsignal.com/products/primary-antibodies/egf-receptor-d1p9c-rabbit-mab/71655?site-search-type=Products&N=4294956287&Ntt=71655s&fromPage=plp&_requestid=702997

rabbit anti-HDAC (Ab7028, Abcam)

<https://www.abcam.com/products/primary-antibodies/hdac1-antibody-ab7028.html>

rabbit anti-Akt (9272 Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>

rabbit anti-P-AKT-T308 (2965, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-thr308-c31e5e-rabbit-mab/2965>

rabbit anti-P-AKT-S473 (9271, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-thr308-c31e5e-rabbit-mab/2965>

rabbit-anti-P-TSC2-T1462 (3617, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-tuberin-tsc2-thr1462-5b12-rabbit-mab/3617>

rabbit-anti-P-GSK3 α S21/bS9 (9331, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3a-b-ser21-9-antibody/9331>

rabbit-anti-P-PRAS40-T246 (2997, Cell Signaling Technology)

<https://www.cellsignal.com/products/primary-antibodies/phospho-pras40-thr246-c77d7-rabbit-mab/2997>

rabbit-anti-P-AS160-T642 (8881, Cell Signaling Technology)
<https://www.cellsignal.com/products/primary-antibodies/phospho-as160-thr642-d27e6-rabbit-mab/8881>

rabbit-anti-P-AKT substrates (9614, Cell Signaling Technology)
<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-substrate-rxrs-t-110b7e-rabbit-mab/9614>

rabbit-anti-GAPDH (3683, Cell Signaling Technology)
<https://www.cellsignal.com/products/antibody-conjugates/gapdh-14c10-rabbit-mab-hrp-conjugate/3683>

mouse-anti-b-catenin (610153, BD).
<https://www.bdbiosciences.com/en-ca/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-catenin.610153>

rabbit anti-Eg5 (TA301478, Origene)
<https://www.origene.com/catalog/antibodies/primary-antibodies/ta301478/eg5-kif11-rabbit-polyclonal-antibody>

mouse anti-a-tubulin (T9026, Sigma)
<https://www.sigmaaldrich.com/US/en/product/sigma/t9026>

mouse anti-g-tubulin (T6557, Sigma)
<https://www.sigmaaldrich.com/US/en/product/sigma/t6557>

rabbit anti-g-tubulin (T5192, Sigma)
<https://www.sigmaaldrich.com/US/en/product/sigma/t5192>

rabbit anti-P-AKTS473 (4060, Cell signaling Technology)
<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>

anti-P- AKTS473-Alexa Fluor 488 conjugate (4071, Cell Signaling Technology)
<https://www.cellsignal.com/products/antibody-conjugates/phospho-akt-ser473-d9e-xp-rabbit-mab-alex-fluor-488-conjugate/4071>

rabbit anti-p-histone H3S10 (06-570, Millipore)
https://www.sigmaaldrich.com/US/en/product/sigma/h0412?gclid=EAlaIqobChMz7zR9vis_gIVMhitBh1_QwZ0EAYASAAEgIO9fD_BwE&gclid=aw.ds

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Primary MEFs, mouse embryonic fibroblasts, were generated within the laboratory from genetically modified or unmodified mice.<br>HeLa cells have been in the lab a long time but came originally from ATCC (CCL-2).
Authentication	PCR-based genotyping was used for cell identity authentication.
Mycoplasma contamination	All MEF cultures were primary cultures that were used at early passage. They were not tested for mycoplasma
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mice were used for generation of mouse embryonic fibroblasts as described in the methods section. MEFs were generated from embryos at embryonic day E13.5. The sex of embryos was not determined. Mice were maintained on a C57BL/6 or a FVB genetic background. All mice were housed in a specific-pathogen-free (SPF) barrier environment with ad libitum access to food and water, 12-hour light and dark cycles, temperature between 68-79oF (average of 71 oF) and humidity between 30-70% (average of 45%).
Wild animals	This study did not involve wild animals.
Reporting on sex	This study was focused on mouse prostate and therefore used male mice.

Field-collected samples

No samples were collected from the field.

Ethics oversight

Experimental procedures involving laboratory mice were reviewed and approved by the Institutional Animal Care and Use Committee of the Mayo Clinic.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

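Gene expression was measured by bulk RNA sequencing of prostates from 2-month-old mice of 3 genotypes, *Pten*+/+, *Pten* S380A/A and *Pten* S380D/D, with 3 mice and 3 libraries per genotype. The paper's text does not state which prostate lobes were used. The authors extracted RNA, prepared libraries with a kit that enriches polyadenylated RNA, sequenced read pairs, aligned them to mm10 with TopHat 2.0.14 and Bowtie 2.2.6 at default settings, and counted reads per gene with featureCounts 1.4.6 and UCSC gene models. The deposited table holds raw counts by gene symbol for 24062 genes, and 0 of its columns lacked a sample. The values are whole numbers that sum to between 47445847 and 65236787 per library, and low counts are mostly even, so most read pairs appear as 2 counts. This inflates the totals but hardly moves a fold change; an alternative with halved counts was run. The strand setting of the counting is not stated in the paper's text, and the kit does not keep the strand, so sense and antisense transcripts cannot be told apart. Genes of 1 family, such as *Sbp* and *Sbpl*, *Mug1* and its relatives, *Csta1* and its relatives, and *C2cd4a* and *C2cd4b*, may share or lose reads.

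The replicate number 2r in the labels of a *Pten*+/+ library was read as replicate 2; its r is not explained, and a repeated library is a possible reading. Replicate numbers were not used to pair the libraries: the correlation of deviations from the group means between libraries with the same number ranged from -0.48 to 0.24 over 9 pairs, and 1 of the 9 exceeded 0.1, so a replicate block stands only among the alternatives. Counts were normalized with TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with 3 group means and all 9 libraries in the fit. Genes with a mean raw count under 10 were removed, as in the paper, which left 15599. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.45 or below -0.45, the paper's thresholds. The paper used DESeq2, and DESeq2 1.42.0 without and with the beta prior (the default of the version it names), with unshrunken fold changes for the threshold, was run as an alternative. The *Pten* S380A/A and *Pten* S380D/D comparisons share the *Pten*+/+ libraries, so their fold changes were set beside 20 simulations of all 9 libraries without change and 20 with the DEGs changed in *Pten* S380D/D alone; these replace, after the data were seen, simulations that kept the *Pten*+/+ libraries as measured. With 3 *Pten*+/+ mice, the controls could not be divided between the comparisons.

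The 42 gene lists cover WNT and other signaling pathways, metabolism, channels and receptors, stress, cell cycle, immune genes, and markers of prostate and other cell types and tissues; they, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, except where a choice is said to have been made later. The 41 lists with at least 5 tested genes were compared with limma 3.58.1 (camera on voom values with a preset correlation of 0.01, and with an estimated correlation; fry) and with fgsea 1.28.0 on genes ranked by log2 fold change, and tested for overrepresentation among DEGs with a 1-sided Fisher's exact test against the 15599 genes. The list with too few genes, of blood cells, had 3 tested genes and no result. The gene sets of the paper were not used. The genes named are *Pten*, *Ctnnb1*, *Lef1*, *Pdzk1*, *Dlg1*, *Kif11* and *Akt1*, which the paper names (*Pdzk1* and the targets of *Lef1* for human tumors), up to 10 DEGs per direction of each mutant against *Pten*+/+ with the largest fold change, a mean of at least 1 CPM and all 3 mutant libraries outside the range of the *Pten*+/+ libraries, up to 4 DEGs of each list with the smallest adjusted p and each DEG of the WNT lists, and *Axin2*, *Lef1*, *Nkd1*, *Notum*, *Lgr5*, *Ccnd1* and *Myc*; other genes are said to have been chosen after their values were seen. Coordinates are those of the RefSeq annotation of the same assembly as mm10.

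On simulated data with the means and spread of these libraries and 200 changed genes, edgeR called 22.4% of 1.5-fold, 56.7% of 2-fold and 79.7% of 4-fold changes and 4 of 15296 unchanged genes, and DESeq2 37.3%, 83.6% and 85.9% with 35 unchanged genes. In a simulated comparison without change, edgeR called 0 of 15494 genes and DESeq2 13. A list simulated with a 1.5-fold change was called by camera with 0 other lists. The simulated genes were drawn independently, so this cannot show how often camera calls unchanged lists whose genes vary together. In *Pten* S380D/D against *Pten*+/+, the estimated correlation was 0.403 for oxidative phosphorylation, 0.529 for endothelium and 0.902 for adipocyte genes. The alternatives were DESeq2 with and without the prior, fits of the 6 libraries of a comparison, limma-voom, RLE, upper-quartile and library-size normalization, other filters on low counts, other fold-change thresholds, a replicate block, and leaving out each library in turn. Added after the data were seen were a fit with *Pten*+/+ replicates 1 and 2 summed and another with halved counts. Groups of 3 were not tested for outlying libraries, and an exact test of 3 mice against 3 cannot give a p under 0.1. Intervals for counting error are not given, since reads without molecular identifiers are not independent molecules and the spread between mice is larger.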

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

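No test in this part was chosen after its result was seen. *Pten* S380D/D and *Pten* S380A/A prostates differed from each other in 12 of the 41 gene lists by limma's camera with the preset correlation, and in 0 with an estimated correlation. Higher in *Pten* S380D/D were endothelium (18 of 18 genes, median log2 fold change 0.35, adjusted p = 2.36e-09; adjusted p = 0.628 with an estimated correlation), smooth muscle (16 of 17, median 0.19, adjusted p = 5.1e-06; 0.628), adipocyte genes (16 of 16, median 2.61, adjusted p = 1.4e-05; 0.844) and seminal vesicle genes (13 of 13, median 2.28, adjusted p = 0.000143; 0.628). The mice did not separate by genotype in the adipocyte and seminal vesicle lists. Relative to the mean of all 9 libraries, the median log2 level of adipocyte genes was -1.33 in *Pten* S380D/D replicate 3 and -1.28 to -0.0953 in *Pten* S380A/A. That of seminal vesicle genes was -1.04 in *Pten* S380D/D replicate 1 and -0.83 to -0.041 in *Pten* S380A/A. Of the metabolic and stress lists, oxidative phosphorylation (48 of 48, median 0.10, adjusted p = 6.5e-08; adjusted p = 0.686 with an estimated correlation), the tricarboxylic acid cycle (23 of 26, median 0.09, adjusted p = 0.00175; 0.686), the oxidative stress response (33 of 42, median 0.09, adjusted p = 0.00247; 0.628), the unfolded protein response (25 of 31, median 0.17, adjusted p = 0.00351; 0.977) and glycolysis (20 of 23, median 0.15, adjusted p = 0.0407; 0.686) were higher in *Pten* S380D/D. Lower in *Pten* S380D/D were fibroblast and matrix genes (21 of 24, median -0.23, adjusted p = 1.23e-05; adjusted p = 0.686 with an estimated correlation), prostate secretory products (15 of 24, median -0.04, adjusted p = 0.00753; 0.555) and prostate luminal epithelium (15 of 20, median -0.12, adjusted p = 0.0093; 0.628). Without *Pten* S380D/D replicate 2, the calls of seminal vesicle (adjusted p = 0.166), the tricarboxylic acid cycle (0.217), glycolysis (0.65), the oxidative stress response (0.0668) and luminal epithelium (0.307) were lost, as were those of glycolysis (0.337) and luminal epithelium (0.0588) without *Pten* S380A/A replicate 2, and that of the unfolded protein response without *Pten* S380A/A replicate 3 (0.0971) or *Pten* S380D/D replicate 3 (0.628). Without *Pten* S380D/D replicate 1, 21 lists were called.

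Outside the WNT genes that the paper follows, 3 lists were overrepresented among the DEGs of *Pten* S380D/D against *Pten*+/+ prostates. Basal epithelium held 2 DEGs up of 15 genes, *Krt5* and *Krt15* (0.0202 expected; 1-sided Fisher's exact test, adjusted p = 0.00735; adjusted p = 0.106 with the DEGs of DESeq2 with its beta prior). Both lost their calls without *Pten*+/+ replicate 1, *Pten*+/+ replicate 2 or *Pten* S380D/D replicate 3, and limma-voom called 1 of them. As a set the basal list was not called by limma's camera (adjusted p = 0.0851). Androgen receptor target genes held 5 DEGs down of 32 (0.671 expected, adjusted p = 0.0102; 0.000405 with DESeq2 and its beta prior). Prostate secretory products held 5 DEGs down of 24 (0.503 expected, adjusted p = 0.00493; 0.000405 with DESeq2 and its beta prior).

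The DEGs down in *Pten* S380D/D prostates followed the level of *Sbp* within each mutant. Of the 326 other than *Sbp*, 61.7% (201) were lowest in *Pten* S380D/D replicate 1, the *Pten* S380D/D library with the least *Sbp*, against 38.3% of all genes tested, and 81.6% (266) were lowest in *Pten* S380A/A replicate 3, the *Pten* S380A/A library with the least *Sbp*, against 31.2%. *Pten* S380A/A replicate 3 also had the largest share of counts from *Rn45s*, a ribosomal RNA precursor (5.05%, against 0.674 to 1.68% in the other libraries), so a difference in library quality could also contribute to the 81.6% and was not tested. A smaller share of the tissue that expresses *Sbp* in the dissected samples is a candidate explanation for part of the lower expression, since a share that varies from mouse to mouse gives this order. A biological loss of secretory expression that differs in degree between mice and is stronger in *Pten* S380D/D than in *Pten* S380A/A gives the same order and stays open, since no table here measures the tissue share by itself.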

How the results depend on the processing

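DEG counts below are edgeR's, up and down, unless another tool is named; the summed *Pten*+/+ libraries and the halved counts were chosen after the data were seen. Against *Pten*+/+, *Pten* S380A/A had 0 and 0, *Pten* S380D/D had 21 and 327, *Pten* S380D/D against *Pten* S380A/A had 0 and 0, and 0 and 0 were shared by both mutants. DESeq2 gave 22 and 85, 200 and 584, 31 and 139, and 11 and 69 in this order; with its beta prior 21 and 90, 207 and 584, 25 and 110, and 10 and 74; and with the prior on the 6 libraries of each comparison 62 and 191, 151 and 519, 25 and 96, and 20 and 128. Of the 348 DEGs of *Pten* S380D/D, 343 were also called by DESeq2 without or with the prior. In *Pten* S380D/D against *Pten*+/+, the 6 libraries alone gave 2 and 161, a log2 fold change threshold of 1 gave 3 and 170 (fewer genes can pass), and *Pten*+/+ replicates 1 and 2 summed gave 0 and 72 (fewer samples). In *Pten* S380D/D against *Pten* S380A/A, DEGs down were 1 with limma-voom, 7 with library size only, 11 with no filter, 2 with the replicate block and 3 with halved counts; the block gave 311 DEGs in *Pten* S380D/D against *Pten*+/+. Leaving out each library gave 0 to 20 and 0 to 20 for *Pten* S380A/A, 0 to 290 and 73 to 503 for *Pten* S380D/D, 0 to 3 and 0 to 31 for *Pten* S380D/D against *Pten* S380A/A, and 0 to 17 and 0 to 19 shared. Without *Pten*+/+ replicate 3, the controls were the close pair of replicates 1 and 2 alone, so the counts of that fit may be too high. Lists called numbered 8, 13 and 12 in *Pten* S380A/A against *Pten*+/+, *Pten* S380D/D against *Pten*+/+ and *Pten* S380D/D against *Pten* S380A/A; 0, 0 and 0 with an estimated correlation; 0, 2 and 0 with fry; 4, 15 and 13 with fgsea; and 6 to 15, 9 to 23 and 9 to 21 when each library was left out. Except where construction is named, the cause was not tested. The camera and overrepresentation results of the 5 WNT lists in *Pten* S380D/D against *Pten*+/+ kept their side of the threshold under every alternative. The results of *Pten* and *Ctnnb1* also kept their call, and no named gene reversed a called direction. Of genes that were not called, *Kif11*, *Akt1*, *Axin2* and *Notum* changed sign between settings (for *Axin2*, log2 fold change from -0.0219 to 0.249). Between *Pten* S380D/D and *Pten* S380A/A, camera called WNT components lower in *Pten* S380D/D without *Pten* S380A/A replicate 2 or *Pten* S380D/D replicate 3 (adjusted p = 0.0105 and 0.00768; 0.0779 with all), WNT targets lower without *Pten* S380A/A replicate 2 (0.043; 0.456 with all), and Ca2+ higher without *Pten* S380A/A replicate 1 or *Pten* S380D/D replicate 1 (0.0293 and 0.0433; 0.192 with all). Of 57 other named genes, 46 were DEGs, of which 34 lost their call without *Pten*+/+ replicate 1, 36 without *Pten*+/+ replicate 2, 27 without *Pten* S380D/D replicate 3 and 36 with the summed *Pten*+/+ libraries; all 57 kept their result with DESeq2. How many changes depth kept from being called was not tested.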

Differences from the paper's values

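All counts here are of DEGs at the thresholds the paper states, apart from 2 of the alternatives (no fold-change threshold, and a log2 fold change above 1), and the values of this part are edgeR's unless an alternative is named. In *Pten* S380D/D against *Pten*+/+ prostates the paper gives 790 DEGs, 205 up and 585 down, and edgeR gave 348, 21 up and 327 down. Of the 24 alternatives set before the data were examined, DESeq2 (784; 200 up, 584 down), DESeq2 with its beta prior (791; 207 up, 584 down), DESeq2 with the prior on 6 libraries (670; 151 up, 519 down) and edgeR without *Pten*+/+ replicate 3 (793; 290 up, 503 down) gave a total and counts within 1.5 times the paper's; without *Pten* S380D/D replicate 2 the DEGs down (397) were also within it, and the other alternatives were not within it for any of the 3 counts. The paper's methods name DESeq2. The fit without *Pten*+/+ replicate 3 had only the close pair of *Pten*+/+ replicates 1 and 2 as controls, so its counts may be too high.

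In *Pten* S380A/A against *Pten*+/+ prostates the paper shows about 22 DEGs up and about 83 down (Fig. 6a, read by eye), and edgeR gave 0 and 0, with 1500 genes at an unadjusted p under 0.05. DESeq2 (22 up, 85 down) and DESeq2 with its beta prior (21 up, 90 down) were within 1.5 times the paper's for both, edgeR without *Pten*+/+ replicate 3 for the DEGs up (20, with 20 down), and the other alternatives for neither. Shared by both mutants the paper shows about 10 DEGs up and about 67 down (Fig. 6a, read by eye), and edgeR gave 0 and 0; DESeq2 (11 and 69) and DESeq2 with its beta prior (10 and 74) were within 1.5 times the paper's, and the other alternatives were not.

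The paper states that canonical WNT signaling is hyperactive in *Pten* S380D/D prostates from overrepresented gene sets and transcription factor targets (Fig. 6c,d). The lists used here are others, so the values are not a test of the same sets. Among 57 WNT/β-catenin target genes, 4 were DEGs down and 0 up (6 and 2 with DESeq2), 37 were higher and 20 lower, and the adjusted p was 0.753 from limma's camera and 0.441 from a 1-sided Fisher's exact test (0.079 with DESeq2 and its beta prior). Among 76 canonical WNT pathway components, 2 were DEGs down and 0 up (4 and 1 with DESeq2), and the adjusted p was 0.365 (lower) from camera and 1 from Fisher's exact test (0.852 with DESeq2 and its beta prior). fgsea, the kind of test behind Fig. 6b, placed these components higher (normalized enrichment score 1.21, adjusted p = 0.238 over the 41 lists). The list also holds genes that mostly repress, such as *Tcf7l1*, so a higher list does not by itself mean more signaling. For Fig. 6b the paper's text speaks of aberrant WNT signaling and names no direction. The paper applies an FDR of 0.25 there, but over other gene sets. Lists such as adipocyte (adjusted p = 1.13e-11) and skeletal muscle (4.5e-08) were also under 0.25 here. In *Pten* S380A/A against *Pten*+/+ prostates the components had the same score, also higher (adjusted p = 0.325). For the target genes in *Pten* S380D/D, fgsea gave an adjusted p of 0.624 (lower). *Ccnd1* was higher in *Pten* S380D/D, with a log2 fold change of 1.09 (adjusted p = 0.162 from edgeR), and *Lef1* by 0.50 (adjusted p = 0.354 from edgeR); the paper's immunostaining and reporter have no counterpart in these files.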

Other observations

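The tests on the closeness of *Pten*+/+ replicates 1 and 2 were chosen after their values were seen, and the other tests of this part before. The level of *Pten* transcripts was 146.3 ± 7.92 CPM (SD, n = 3 mice) in *Pten* S380D/D, 119 ± 5.42 CPM in *Pten* S380A/A and 117.1 ± 8.83 CPM in *Pten*+/+ prostates, with each *Pten* S380D/D mouse above each *Pten*+/+ mouse. This is a log2 fold change of 0.32 in *Pten* S380D/D (standard error 0.08, adjusted p = 0.0695 from edgeR), under the threshold of 0.45, with a range of 0.27 to 0.38 when each library was left out; DESeq2 with its beta prior gave an adjusted p of 0.0079. The paper's text describes the amount of *Pten* transcripts in embryonic fibroblasts as normal. *Pdzk1*, which the paper names for its link to PTEN phosphorylation in human tumors, had 32.5 ± 1.37 CPM in *Pten*+/+, 22.8 ± 6.46 in *Pten* S380A/A and 13.9 ± 12.3 in *Pten* S380D/D prostates (log2 fold change -1.22 in *Pten* S380D/D, adjusted p = 0.269 from edgeR); without *Pten* S380D/D replicate 2 it was a DEG down (adjusted p = 0.0181). *Dlg1* had a log2 fold change of -0.27 in *Pten* S380D/D (adjusted p = 0.146 from edgeR), and *Kif11* and *Akt1* had -0.21 and 0.02 (adjusted p = 0.726 and 0.92).

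Further DEGs of *Pten* S380D/D prostates stood in other lists. The sterol synthesis genes *Dhcr24* and *Sc5d* fell (log2 fold changes -0.91 and -0.50), as did *Acaa2* of fatty acid oxidation (-0.75), the potassium channel gene *Kcnk3* (-0.84), the glutamate receptor gene *Grik2* (-2.42), the interferon-induced gene *Ifit1* (-1.36) and *Btg2*, an immediate early gene (-0.96), of which *Btg2* kept its call whichever library was left out. The others lost theirs without *Pten*+/+ replicate 2, and all but *Dhcr24* also without *Pten*+/+ replicate 1 (adjusted p up to 0.161). On the 6 libraries of the comparison, edgeR did not call *Sc5d*, *Kcnk3*, *Grik2* or *Ifit1* (adjusted p up to 0.0879), nor *Ifit1* with the replicate block (adjusted p = 0.0501). *Spink3*, chosen after its values were seen, had 9793 ± 2319 CPM in *Pten*+/+, 3289 ± 959.9 in *Pten* S380A/A and 515.1 ± 605.3 in *Pten* S380D/D prostates (log2 fold change -4.25, adjusted p = 0.0884 from edgeR). In *Pten* S380A/A against *Pten*+/+ prostates, lists with a smaller call were the tricarboxylic acid cycle, higher (adjusted p = 0.0264 from camera; 0.0957 without *Pten* S380A/A replicate 1 and 0.114 without *Pten*+/+ replicate 3), androgen receptor target genes, lower (0.0439; 0.114 without *Pten*+/+ replicate 3, 0.156 without *Pten* S380A/A replicate 3 and 0.0573 without *Pten* S380D/D replicate 3), S-phase genes, higher (0.0439; 0.176 without *Pten*+/+ replicate 3, 0.0893 without *Pten* S380A/A replicate 1 and 0.0543 without *Pten* S380D/D replicate 2), and antigen presentation, higher (0.0448; 0.11 without *Pten*+/+ replicate 1, 0.233 without *Pten*+/+ replicate 2, 0.3 without *Pten* S380A/A replicate 3 and 0.0586 without *Pten* S380D/D replicate 2). With an estimated correlation, each of these had an adjusted p = 0.924. Skeletal muscle genes varied within every genotype: relative to the mean of the libraries, their median log2 level was 1.31, 1.36 and -3.85 in *Pten*+/+, 1.54, -1.59 and 0.62 in *Pten* S380A/A, and -2.86, 2.92 and 0.37 in *Pten* S380D/D replicates 1, 2 and 3.

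*Pten*+/+ replicates 1 and 2 were closer to each other than any other pair of the same genotype, with a variation of 5.16% against 10.3 to 29.9%. The same library in both columns is argued against: the median chi-square of the counts per gene was 4.08 times that of sampling (3.91 to 4.24 over resampled genes), where read pairs counted as 2 reads would give 2. Genes of other tissues, whose amount varies between dissections, had a median absolute log2 difference of 0.116 between these libraries and of 0.466 to 4.13 in the other 8 pairs, over 58 genes, which is consistent with 1 RNA sample behind both libraries. The label of replicate 2 reads 2r, which is not explained and might mark a repeat. Mice that resemble each other by chance stay open, and the paper states that the mice were independent. With both summed as 1 sample, *Pten* S380D/D against *Pten*+/+ had 72 DEGs in place of 348.

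The libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share of splits under 0.05. The real split of *Pten*+/+ and *Pten* S380D/D gave 348 DEGs and the highest of the others 94 (*Pten*+/+ replicates 1 and 2 with *Pten* S380D/D replicate 3 against the rest), so 1 split reached the real count. For *Pten*+/+ and *Pten* S380A/A the real split gave 0 and the highest other 0, and for *Pten* S380A/A and *Pten* S380D/D the real split gave 0 and the highest other 1. A count of 0 is reached by 10 of 10 splits by construction, so these splits carry no information.

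DNA linked to the edited *Pten* allele was tested as a source of DEGs in *Pten* S380D/D prostates. Of 131 tested genes within 10 Mb of *Pten* on chromosome 19, 3 were DEGs (*Ifit1*, and *Asah2* and *Papss2*, both named after their values were seen), 2.29% against 2.23% of all genes (1-sided Fisher's exact test, p = 0.563). With so few genes in the window, the test alone leaves a contribution of linked DNA that cannot be told apart from an effect of the mutation. The paper states that the S380D allele was made in C57BL/6 and that the mice of this experiment were C57BL/6, so DNA of another strain beside the allele is not expected.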
